# Oxygen Regulates Human Pluripotent Stem Cell Metabolic Flux

**DOI:** 10.1155/2019/8195614

**Published:** 2019-05-19

**Authors:** Jarmon G. Lees, Timothy S. Cliff, Amanda Gammilonghi, James G. Ryall, Stephen Dalton, David K. Gardner, Alexandra J. Harvey

## Abstract

Metabolism has been shown to alter cell fate in human pluripotent stem cells (hPSC). However, current understanding is almost exclusively based on work performed at 20% oxygen (air), with very few studies reporting on hPSC at physiological oxygen (5%). In this study, we integrated metabolic, transcriptomic, and epigenetic data to elucidate the impact of oxygen on hPSC. Using ^13^C-glucose labeling, we show that 5% oxygen increased the intracellular levels of glycolytic intermediates, glycogen, and the antioxidant response in hPSC. In contrast, 20% oxygen increased metabolite flux through the TCA cycle, activity of mitochondria, and ATP production. Acetylation of H3K9 and H3K27 was elevated at 5% oxygen while H3K27 trimethylation was decreased, conforming to a more open chromatin structure. RNA-seq analysis of 5% oxygen hPSC also indicated increases in glycolysis, lysine demethylases, and glucose-derived carbon metabolism, while increased methyltransferase and cell cycle activity was indicated at 20% oxygen. Our findings show that oxygen drives metabolite flux and specifies carbon fate in hPSC and, although the mechanism remains to be elucidated, oxygen was shown to alter methyltransferase and demethylase activity and the global epigenetic landscape.

## 1. Introduction

Oxygen is a critical, but often overlooked, metabolite within the stem cell niche. The mammalian reproductive tract, within which the preimplantation embryo develops, has been measured at 2-9% oxygen in the rat, rabbit, hamster, and rhesus monkey [1, 2]. The precise oxygen concentration experienced by the inner cell mass of the human blastocyst is unknown but likely approximates less than 5% [3–5]. In contrast, atmospheric (20%) oxygen remains the predominant concentration used for cell culture, including stem cells and human embryos, despite documented evidence of its detrimental impact [6], with limited adoption of more physiological oxygen concentrations [7].

PSC metabolism is characterized by a heavy dependenceon glycolysis, with ~50-70% of glucose being converted to lactate [8–11]. In contrast, mitochondrial oxidative phosphorylation (OXPHOS) occurs at relatively low levels in PSC compared to their differentiated counterparts [9, 12]. When cultured at 5% oxygen, hPSC increase the flux of glucose through glycolysis [11, 13, 14], increase glycolytic gene expression [11, 15], and decrease oxidative gene expression [14]. Oxygen has also been shown to regulate hPSC mitochondrial activity and biogenesis [14], as it occurs in somatic cells [16]. Physiological oxygen conditions therefore establish a PSC metabolic state characterized by increased glucose/lactate flux and suppressed mitochondrial biogenesis and activity relative to PSC developed in atmospheric oxygen. Glycolytic and mitochondrial flux in PSC also generates key epigenetic cofactors acetyl-CoA, alpha-ketoglutarate (*α*KG), NADH/NAD^+^, and TCA intermediates including citrate and succinate, which maintain the highly acetylated euchromatic landscape characteristic of pluripotency, while in contrast, differentiated cell types are generally heterochromatic [17]. Currently, only one study has looked at the impact of oxygen on hPSC epigenetic markers [18], in which 5% oxygen induced a euchromatic state in the chromatic configuration around the hypoxic response elements (HREs) of *OCT4*, *SOX2*, and *NANOG* pluripotency transcriptional promotors, leading to increased levels of H3K36me3, decreased H3K9me3, and a general increase in pluripotency markers, however none have integrated metabolic, epigenetic and transcriptomic data within a single culture system.

Oxygen is a key factor, not just in PSC culture, but in all cell, tissue, and organ cultures. However, our understanding of how oxygen acts as a nutrient and signaling molecule in PSC is limited. Because metabolism is inextricably linked to epigenetics [19–21] and, therefore, cell fate [17], it is important to define the role of oxygen in metabolic pathways. By using extracellular acidification rates (ECAR) and oxygen consumption rates (OCR) as measures of glycolysis and OXPHOS, respectively, we find that physiological (5%) oxygen levels decrease mitochondrial activity and increase glycolytic flux in hPSC. This was confirmed with heteronuclear single-quantum coherence (HSQC) nuclear magnetic resonance (NMR) spectroscopy of hPSC labeled with ^13^C-glucose. Oxygen is therefore a key regulator of hPSC metabolism, directing the flux of glucose-derived carbon to lactate, alanine, glycogen, and glutathione at physiological oxygen and through the tricarboxylic acid (TCA) cycle to acetate at 20% oxygen. Coincident with altered intracellular metabolite flux, 5% oxygen increased acetylation and decreased methylation markers consistent with a more active gene regulatory network. RNA-seq analysis confirmed increases in transcription and glycolytic metabolism and confirmed the resulting epigenetic landscape at physiological oxygen levels. These findings show that 5% oxygen has a significant impact on intracellular metabolite fluxes in hPSC, metabolites which are known epigenetic cofactors, accompanied by increased H3K9/27ac and decreased H3K27me3. Although the mechanism remains to be elucidated, oxygen was shown to alter methyltransferase and demethylase activity influencing the global epigenetic landscape.

## 2. Results

### 2.1. Mitochondrial Activity Is Decreased at Physiological Oxygen

Mitochondrial metabolism is often considered negligible in hPSC [10, 22–24], as they are known to rely heavily on the glycolytic oxidation of glucose to lactate in the cytosol to meet their energy and biosynthetic needs [9, 19], and pluripotency is reportedly increased when the mitochondria are inhibited with antimycin A [22]. Paradoxically, attenuation of specific mitochondrial functions leads to apoptosis, tumourigenesis, or the loss of pluripotency. [25]. Significantly, the role of the hPSC mitochondria, the largest consumers of oxygen in the cell, has never been addressed under physiological oxygen conditions. Indeed, our current understanding of mitochondria, metabolism, and pluripotency is primarily based on work performed at 20% oxygen. To address this, we assessed the metabolic pathway activity of hPSC cultured under standard (20%) and physiological (5%) oxygen conditions using oxygen consumption and extracellular acidification rates.

Compared with hPSC cultured at 20% oxygen, those cultured at 5% had lower OCR signifying a lower resting mitochondrial activity (Figures 1(a) and 1(b)). Furthermore, cells cultured at 5% oxygen had reduced rates of oligomycin-sensitive oxygen consumption, consistent with a lower dependence on OXPHOS, and a lower rate of ATP production (Figure 1(c)). hPSC cultured at 5% oxygen were found to actively suppress mitochondrial activity (Figure 1(d)) but were able to match the maximum OCR of those grown at 20% oxygen when treated with the mitochondrial uncoupler FCCP (Figure 1(e)). hPSC at 20% oxygen moderated a higher basal OCR by increasing mitochondrial H^+^ leak (Figure 1(f)), a strategy which limits not only ATP production but also ROS production [26]. Indeed, ROS production was not different under either oxygen condition (Figure 1(g)). Surprisingly, resting ECAR was not affected by 5% and 20% oxygen (Figure 1(i)); however, hPSC at 20% had almost four times the glycolytic reserve capacity of cells cultured at 5% (Figure 1(j)) indicating an active suppression of lactate flux at 20% oxygen. Taken together, the metabolic phenotype of hPSC grown at 5% oxygen is more glycolytic with active suppression of mitochondrial oxidative metabolism, while the metabolic phenotype at 20% oxygen makes more use of mitochondrial oxidation and has an active suppression of glycolytic metabolism (Figure 1(k)).

Clear differences in the metabolic profiles of hPSC due to oxygen in culture prompted the analysis of mitochondrial morphology by transmission electron microscopy (TEM), which has been related to mitochondrial function [9]. Irrespective of oxygen concentration, near-spherical mitochondria clustered perinuclearly and towards one pole of the nucleus with almost no evidence of elongation or reticulation (Figure 1(l)). Within the cytoplasm, the mitochondria were the most prominent organelles. At higher magnification, the hPSC mitochondrial crista structure was chaotic and disconnected lacking inner-membrane-to-outer-membrane organization, again with no apparent effect of oxygen (Figure 1(m)). This morphology is not surprising, given that the dominant mitochondrial morphology of the embryo's inner cell mass (ICM) cells is spherical, with clear matrices and few peripheral arched cristae [21, 27]. To characterize the pluripotency of the hPSC lines, we used an in vitro teratoma assay [28] to determine the germ layer differentiation potential. After 8 weeks in the presence of serum, both lines differentiated into teratomas with evidence of endoderm, mesoderm, and ectoderm tissues (Figure 1(n)). Standard pluripotency transcripts have been assessed previously and were not different due to oxygen [14]. Using ECAR, OCR, mitochondrial ROS levels, and mitochondrial morphology, we show that 5% oxygen decreases mitochondrial activity and increases flux from glucose to lactate in hPSC. These observations raised questions about the fate of glucose-derived carbon in hPSC cultured at physiological and nonphysiological oxygen.

### 2.2. Intracellular Metabolite Accumulation Is Regulated by Oxygen

Physiological (5%) and atmospheric (20%) oxygen results in distinct global metabolic profiles characterized by increased glycolytic and mitochondrial metabolism, respectively. To determine the underlying metabolite fluxes that contribute to these phenotypes, we performed metabolic labelling with uniformly labeled ^13^C-glucose, followed by NMR-based fluxome analysis [29]. This methodology delivers a quantitative and temporal description of the metabolic landscape. Because we have demonstrated here, and previously by extracellular metabolite profiling [11, 14, 30], that oxygen impacts glycolytic flux, we focused primarily on this pathway for ^13^C flux analysis. hPSC adapted to either 5% or 20% oxygen culture were labeled with ^13^C-glucose over 0-4 h, and H,C-HSQC NMR spectroscopy was performed on polar and nonpolar cell fractions (Figure 2(a)). This time course allows us to track the fate of ^13^C, the source of metabolites contributing to glycolytic fluxomes and pathway utilization, without the saturation problems associated with longer periods of metabolic labeling [19, 29], or the limitations of endpoint metabolic analyses as performed previously.. Representative spectra are shown in Figures 2(b) and 2(c). Following labeling with ^13^C-glucose, we quantified the levels of ^13^C-labeled metabolites (Figure 2(d)). The analysis included the quantitation of metabolites in the glycolytic pathway, tricarboxylic acid (TCA) cycle, transhydrogenase cycle, glutamate-glutamine cycle, and generation of glutathione (GSH), acetate, glycogen, and amino acids. For example, we have previously measured the extracellular levels of alanine and lactate which were unchanged and increased, respectively, in response to 5% oxygen [14]. In the current study, we observed that intracellular accumulations of both alanine and lactate were unchanged by oxygen between 0 and 2 h but both increased 3-fold between 2 and 4 h (Figure 2(d)). Temporal fluxomics, therefore, is a powerful tool for identifying underlying metabolite fluxes prior to nutrient depletion over time. This analysis can also highlight key points of differential metabolic regulation due to oxygen. For example, our analysis suggests that hexokinase (HK) activity is saturated at 20% oxygen, indicated by the accumulation of intracellular glucose relative to glucose-6-phosphate (Figure 2(d)). This pattern is not observed at 5% oxygen, strongly suggesting that HK activity is oxygen regulated. This analysis shows that rates of metabolite accumulation associated with glycolysis are higher at 5% oxygen. Intracellular lactate and alanine showed a similar pattern (Figure 2(d)). Acetate and malate, TCA cycle metabolites, were also quantified (Figure 2(d)) where the only metabolite that accumulated more at 20% oxygen was acetate, indicating that flux through the TCA cycle may be elevated at 20% oxygen relative to 5% oxygen in hPSC. These data are consistent with ECAR and OCR analyses in Figure 1 showing elevated glycolysis at 5% oxygen and elevated mitochondrial oxidation at 20% oxygen.

### 2.3. Metabolic Flux Is Greater at Physiological Oxygen

Heatmaps of metabolite accumulation over time within oxygen treatments describe a rapid increase in all metabolic pathways at 5% oxygen, primarily between 2 and 4 h (Figure 3(a)), indicating hPSC have a faster metabolic rate under physiological oxygen conditions. At 20% oxygen, however, overall metabolite accumulation slowed, with only lactate and the TCA cycle metabolites malate and acetate increased between 2 and 4 h (Figure 3(a)) suggesting diversion of glucose products to alternative pathways. Contrasting oxygen conditions directly at each timepoint (Figure 3(b) and Supplementary Figure S1, glucose-derived intracellular metabolite levels were not significantly different between 0 and 2 h; however, at 5% oxygen, increased lactate, alanine, glycogen synthesis, and GSH production were observed by 4 h. These data clearly show that intracellular metabolites are oxygen regulated, plausibly by oxygen-sensitive metabolic enzymes. ROS production was not increased by low oxygen as has been suggested [21, 31], although levels of GSH and its precursors serine and glycine were higher, plausibly mitigating ROS levels. These findings confirm that oxygen, an easily controllable, physiologically relevant nutrient in cell culture, plays a leading role in defining the intracellular metabolite landscape in hPSC.

### 2.4. Physiological Oxygen Promotes H3K9/H3K27 Acetylation and Represses H3K27 Trimethylation

We have shown that oxygen controls the direction and magnitude of glucose-derived carbon flux within hPSC. Several metabolites which can be derived from glucose are epigenetic modifiers and cofactors which are required for the modulation of the epigenetic landscape [17, 32]. Global acetylation levels of H3K9 and H3K27 increased ~75% in hPSC cultured at 5% oxygen relative to those at 20% oxygen (Figure 4(a)). Global trimethylation of the transcriptional repressor H3K27 was 3-fold lower at 5% oxygen (Figure 4(a)). Taken together, this epigenetic profile is consistent with a more open chromatin structure at physiological oxygen [18]. RNA-seq of hPSC cultured long-term at 5% and 20% oxygen (Figure 4(b) and Supplementary Table 1) confirmed a more active transcriptome at 5% oxygen. 

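MEL1 and MEL2 are separately derived lines of human embryonic stem cells, and the labels list 3 samples of each line at each oxygen concentration, 12 in all. The authors trimmed the reads, aligned them to GRCh37 with STAR, counted them on genes with featureCounts and compared groups with DESeq2. Their 4 deposited tables hold these comparisons, namely MEL1 at 5% against 20% oxygen, MEL2 at 5% against 20% oxygen, and MEL1 against MEL2 at 5% and at 20% oxygen. For each of 63677 Ensembl genes a table gives the base mean, which is the mean normalized count over the libraries compared, the log2 fold change, its standard error, the Wald statistic, the p-value and the adjusted p-value. The log2 fold changes had been shrunken towards 0 by the authors' model, and the tables give no value per library. The shrinkage was stronger for genes with few reads or a wide spread between libraries, so genes with many reads can be shrunken strongly too. Base means are sums of whole reads, each divided by the size factor of its library, so genes with few reads show how many libraries entered a comparison. The MEL1 comparison held 6 libraries, 3 at each oxygen concentration, and the MEL2 comparison held 4 libraries, 2 at each. The whole reads of 28336 genes could be recovered for each of these 10 libraries, which left out most genes with a base mean over 1000. Replicate numbers cannot be read from the tables, and the libraries are called a, b and c by increasing size factor within a group. Estimated reads on genes were 7701297 to 9750106 per library (median 8546872) for MEL1 at 5% oxygen and 8230051 to 10025913 (median 8758735) for MEL1 at 20% oxygen. They were 8663594 and 9156146 for MEL2 at 5% oxygen and 8738873 and 9865538 for MEL2 at 20% oxygen. Normalized counts are the recovered reads divided by the size factor, given with their standard deviation (SD) over libraries. Genes were called oxygen-regulated at an adjusted p-value under 0.05, with p-values recomputed from the deposited log2 fold changes and standard errors and adjusted by Benjamini-Hochberg over the genes for which the authors give an adjusted p-value. These calls differed from those by the deposited adjusted p-values in 0 genes in each table. As an added test, chosen after the data were seen, limma-voom was run on the recovered reads of each line.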

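In MEL1 hPSC, 404 genes were called higher and 314 lower at 5% oxygen among 14080 genes tested, so that 56.3% of the calls were higher at 5% oxygen. In MEL2 hPSC, 231 genes were called higher and 146 lower among 12836 genes tested, or 61.3% higher. The split between the directions moved with the processing in MEL1. With genes of base mean at least 100 alone, 286 genes were called higher and 334 lower in MEL1 (46.1% higher), and 207 and 157 in MEL2 (56.9% higher). With log2 fold changes centred on their median, which lay at -0.05 in MEL1 and -0.03 in MEL2 over genes with base mean at least 100, 590 genes were called higher and 166 lower in MEL1 (78.0% higher), and 291 and 120 in MEL2 (70.8% higher). Of the genes called higher at 5% oxygen, 143 were shared by both lines, against 6.74 by chance (Fisher's exact test, one-sided, p = 4.9e-169). Of those called lower, 87 were shared, against 3.54 by chance (Fisher's exact test, one-sided, p = 9.4e-106). No gene was called in opposite directions in the lines, and 2 genes moved in opposite directions with an unadjusted p under 0.05 in both. By limma-voom on the recovered reads, 70 genes were higher and 15 lower in MEL1, and 330 were higher and 223 lower in MEL2, so the larger number of calls in MEL1 did not hold under this test. Within MEL1 these calls depended on single libraries. Leaving out library c at 5% oxygen gave 1706 calls and leaving out library c at 20% oxygen gave 469, while leaving out any of the others gave 7 to 41. From its RNA-seq, the paper states that the transcriptome was more active at 5% oxygen.

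**Figure D1:**
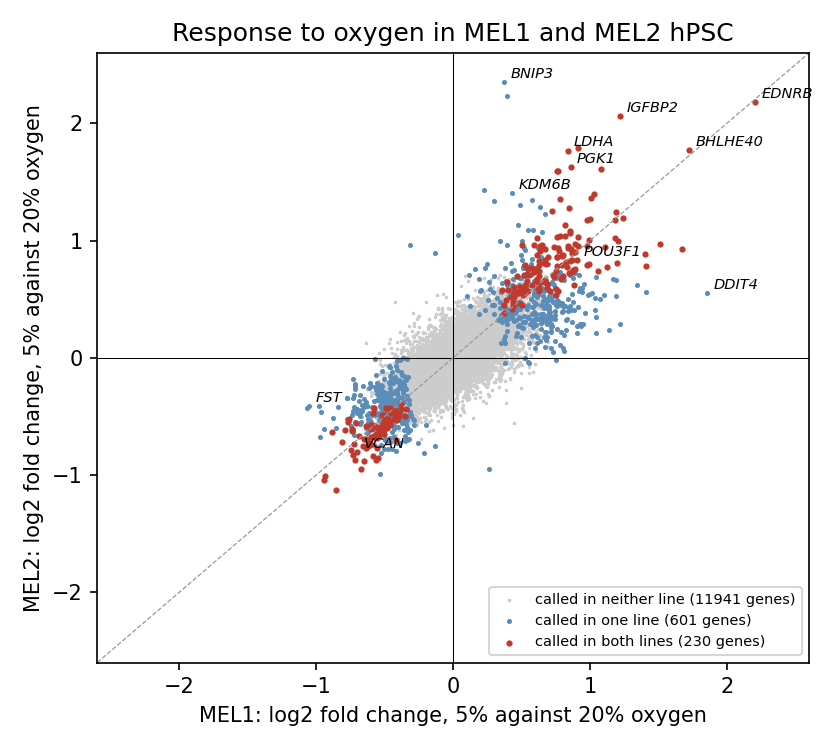
Log2 fold change at 5% against 20% oxygen in the authors' deposited tables, with MEL1 on the x axis and MEL2 on the y axis, for the 12772 genes with an adjusted p-value in both lines. Red points are the 230 genes called in both lines, blue points the 601 called in one line and grey points the rest. The dashed line marks equal change, and EDNRB lies near it while BNIP3 and DDIT4 lie far from it.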

Upregulated differentially expressed gene (DEG) counts were higher at 5% oxygen in the two hPSC lines assessed (Figure 4(c)). The cluster analysis of DEGs was consistent with ^13^C flux analyses (Figure 4(d)), highlighting glycolysis as the most highly enriched functional cluster at 5% oxygen, followed by H3K27 demethylation. 

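Gene lists fixed before the data were examined stood in for the functional clusters, and each list's mean Wald statistic was compared with 10000 random lists of the same size matched on base mean. The 19 glycolysis genes had a median log2 fold change of 0.51 in MEL1 and 0.76 in MEL2, with 18 of 19 higher at 5% oxygen in each line. The permutation p-value was 1e-04 in both lines (two-sided), the smallest that these random lists can give, and 2.4e-04 after adjustment over the lists and lines. Of these genes, 13 were called higher in MEL1 and 14 in MEL2. The 4 H3K27 demethylases tested had a median log2 fold change of 0.44 in MEL1 (permutation p = 0.0133, adjusted p = 0.0266) and of 0.60 in MEL2 (permutation p = 0.00430, adjusted p = 0.00946), with 3 of 4 higher at 5% oxygen in each line. This small list moved most when its member with the largest statistic was left out, with an adjusted permutation p of 0.235 in MEL1 (from 0.0190 to 0.235 over its alternatives). With mean ranks in place of Wald statistics, the adjusted permutation p was 0.103 in MEL1 and 0.0624 in MEL2. The H3K27 list includes KDM6A, KDM6B and KDM7A, which the study names as raised on these same libraries, so its test is not independent evidence.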

Glycolytic genes upregulated at 5% oxygen included *LDHA*, *PGK1*, and glucose transporters *SLC2A1* (*GLUT1*) and *SLC2A14* (*GLUT14*) (Figure 4(e)). Several of these transcripts have been independently validated by qPCR and microarray and confirmed to be oxygen-regulated in a consistent manner with the current findings [11, 15]. 

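LDHA lies on chromosome 11 of GRCh37 from 18416107 to 18429972, and its log2 fold change in the authors' deposited tables was 0.84 (standard error 0.22, adjusted p = 0.00917) in MEL1 and 1.77 (standard error 0.11, adjusted p = 1.9e-53) in MEL2. The inverse-variance weighted mean of both lines, computed here, was 1.58 with a standard error of 0.10. For PGK1 on chromosome X the weighted mean was 1.47 (standard error 0.10) and for SLC2A1 on chromosome 1 it was 1.10 (standard error 0.16). Both were called higher in each line. Reads were not recovered for these 3 genes because of their high base means, so no spread between libraries is given. SLC2A14, on chromosome 12 from 7965108 to 8043744, had far fewer reads in MEL1 than in MEL2. Its normalized count in MEL1 was 24.2 ± 5.90 (SD, n = 3) at 5% oxygen and 11.0 ± 1.77 (SD, n = 3) at 20% oxygen. The MEL2 libraries gave 301 ± 94.5 (SD, n = 2) and 127 ± 20.5 (SD, n = 2). In the authors' deposited tables SLC2A14 rose by a log2 fold change of 0.52 in MEL1 (adjusted p = 0.181) and 0.94 in MEL2 (adjusted p = 4.3e-04), so it was called in MEL2 and not in MEL1. The difference of the response between the lines was tested for the 12772 genes with an adjusted p-value in both lines. It was not past the threshold for SLC2A14. By limma-voom without library c of MEL1 at 5% oxygen it was called in MEL1 (adjusted p = 0.0326), and with all libraries it was not (adjusted p = 0.135). Its reads can be split with the near-identical SLC2A3, which leaves its level uncertain. Of the 4 genes, 3 were called in MEL1 and 4 in MEL2 over all genes tested, and all passed in both lines when adjusted over the list alone, which is not independent evidence because the study chose its genes on these libraries.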

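The 13 glycolysis genes that the study does not name in its text had a median log2 fold change of 0.49 in MEL1 and 0.46 in MEL2, with 8 called higher in each line and 0 called lower, also at an unadjusted p under 0.05. Genes of the tricarboxylic acid cycle moved little, with medians of -0.10 in both lines (25 genes, adjusted permutation p = 0.642 in MEL1 and 0.324 in MEL2). The nuclear genes of oxidative phosphorylation had medians of -0.05 in MEL1 (86 genes, adjusted permutation p = 0.592) and -0.01 in MEL2 (87 genes, adjusted permutation p = 0.977), and 0 of them were called in either line. With an unadjusted p under 0.05, 5 were lower in MEL1, and 1 was higher and 1 lower in MEL2.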

The RNA-seq data also confirms the increased carbon flux through glycolytic pathways (Figure 2(d)) and reduced H3K27me3 staining (Figure 4(a)) observed at 5% oxygen.

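Across the 12772 genes tested in both lines, the log2 fold changes of MEL1 and MEL2 had a correlation of 0.78 across genes, which are not independent replicates. Of 686 genes called in MEL1 and tested in both lines, 99.3% moved the same way in MEL2, and of 375 called in MEL2, 99.2% moved the same way in MEL1. With both lines combined by inverse-variance weights, 916 genes were called higher and 949 lower at 5% oxygen among 24943 genes. Centring the log2 fold changes on their median changed these combined counts to 1281 higher and 592 lower. The lists of histone lysine methyltransferases (26 genes) and histone acetyltransferases (13 genes) did not stand apart from random lists. Their medians were -0.03 and -0.13 in MEL1 and 0.01 and -0.08 in MEL2, with adjusted permutation p-values from 0.633 to 0.700.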

Further interrogation of RNA-seq data revealed the overall transcriptional response to oxygen conformed to a more open chromatin structure at 5% oxygen (Figures 4(e) and S2). In response to 5% oxygen, 46 and 47 DEGs were upregulated >2-fold in MEL2 and MEL1 hPSC lines, respectively. 

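More than 2-fold higher at 5% oxygen, with a log2 fold change above 1 past the same threshold, were 46 genes in MEL1 and 44 in MEL2. Lowering the fold threshold to 1.5 moved these counts most, to 302 and 177. The 5 genes with the largest combined increase among those called in both lines were EDNRB, IGFBP2, BHLHE40, LDHA and PHLDA1. EDNRB encodes an endothelin receptor and lies on chromosome 13 from 78469616 to 78549664. Its normalized count was 1174 ± 419 (SD, n = 3) at 5% oxygen and 177 ± 38.8 (SD, n = 3) at 20% oxygen in MEL1. In MEL2 the counts were 621 ± 91.9 (SD, n = 2) and 96.4 ± 22.0 (SD, n = 2). By limma-voom the log2 fold change of EDNRB was 2.67 in MEL1 (standard error 0.27, adjusted p = 0.00259) and 2.70 in MEL2 (standard error 0.19, adjusted p = 1.9e-06). With each library left out in turn it stayed between 2.41 and 2.93 in MEL1. BHLHE40, on chromosome 3, rose by 2.36 in MEL1 (adjusted p = 0.0167 by limma-voom) and 2.92 in MEL2 (adjusted p = 7.3e-04). BHLHE40 was not called in MEL1 without library b at 5% oxygen (adjusted p = 0.106) or without library a or b at 20% oxygen (adjusted p = 0.114 and 0.109). For IGFBP2 and PHLDA1, whose reads were not recovered, the log2 fold changes combined over both lines were 1.82 (standard error 0.12) and 1.51 (standard error 0.13).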

Transcripts upregulated at 5% oxygen in addition to the glycolytic genes mentioned previously include proteins that contribute to extracellular matrix organization (*PCDH10*, *FBN1*, *VCAN*, and *POSTN*), pro-apoptotic factors in response to mitochondrial damage (*BNIP3*), cell cycle (*BTG2*), early embryonic methylation patterning (*BORIS*), and signal transducers including hypoxia inducible factor- (HIF-) related genes (*ANXA3*, *GDF15*, *IFGBP2*, and *IFGBP5*). 

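Of the 11 genes named here, 8 were called in MEL1 and 9 in MEL2 over all genes tested, VCAN among them as lower at 5% oxygen. Adjusted over the list alone, 11 and 9 passed, which is not independent evidence because the study chose these genes on these libraries. PCDH10, on chromosome 4 from 134070449 to 134129761, had a normalized count of 225 ± 100.0 (SD, n = 3) at 5% oxygen and 68.2 ± 27.6 (SD, n = 3) at 20% oxygen in MEL1. In MEL2 it had 207 ± 69.9 (SD, n = 2) and 70.0 ± 30.1 (SD, n = 2). It was called in both lines by the authors' statistics and in MEL2 alone by limma-voom, with 1.68 in MEL1 (adjusted p = 0.0660) and 1.60 in MEL2 (adjusted p = 0.00677). Without library c at 5% oxygen PCDH10 was called in MEL1 as well (adjusted p = 0.00540). FBN1 rose from 89.0 ± 14.2 to 217 ± 50.3 (SD, n = 3 each) in MEL1, while in MEL2 the change from 96.3 ± 31.0 to 120.0 ± 24.1 (SD, n = 2 each) lay within the spread of the libraries, and it was not called there. POSTN had 59.8 ± 23.8 at 5% oxygen and 11.6 ± 4.82 at 20% oxygen (SD, n = 3 each) in MEL1, and too few reads for an adjusted p-value in MEL2, at 5.00 ± 4.12 and 8.16 ± 2.74 (SD, n = 2 each). VCAN was lower at 5% oxygen in both lines, with log2 fold changes of -0.70 (adjusted p = 6.9e-04) in MEL1 and -0.80 (adjusted p = 2.1e-09) in MEL2 in the authors' deposited tables. BNIP3 had 1497 ± 286 (SD, n = 2) at 5% oxygen and 227 ± 31.1 (SD, n = 2) at 20% oxygen in MEL2. In MEL1 it had 1334 ± 336 and 318 ± 375 (SD, n = 3 each), where library c at 20% oxygen had 751 against 109 and 93.8 normalized counts in libraries a and b. The authors' deposited tables give BNIP3 a log2 fold change of 0.37 in MEL1 (adjusted p = 0.237), where it was not called, and 2.35 in MEL2 (adjusted p = 4.2e-46). By limma-voom its change in MEL1 was 2.66 (adjusted p = 0.0549), and it was called without library c at 20% oxygen, at 3.68 (adjusted p = 1.3e-04), or without library c at 5% oxygen (adjusted p = 0.0130). Reads of BNIP3 can be split with its processed copy BNIP3P1. CTCFL, which encodes BORIS, rose from 11.3 ± 1.65 to 62.5 ± 1.15 (SD, n = 2 each) in MEL2, and from 5.20 ± 1.19 to 21.4 ± 12.3 (SD, n = 3 each) in MEL1, where it was called with centred log2 fold changes (adjusted p = 0.0364, the lowest over its alternatives, which reached 0.893), and by limma-voom without library c at 5% oxygen (adjusted p = 0.00727). BTG2 was called in MEL2 and not in MEL1, with a combined log2 fold change of 0.91 (standard error 0.15). ANXA3 had 636 ± 165 against 245 ± 15.3 (SD, n = 3 each) in MEL1 and 541 ± 8.91 against 209 ± 17.9 (SD, n = 2 each) in MEL2. GDF15, IGFBP2 and IGFBP5 were called higher at 5% oxygen in both lines by the authors' statistics, and IGFBP5 rose by 2.80 in MEL1 (adjusted p = 0.0165 by limma-voom). By limma-voom GDF15 was not called in MEL1, at 2.64 (adjusted p = 0.126), and it was without library c at 5% oxygen (adjusted p = 0.00540). The limma-voom call of IGFBP5 did not hold without library b at 5% oxygen (adjusted p = 0.0812), library a at 20% oxygen (adjusted p = 0.109) or library b at 20% oxygen (adjusted p = 0.109). Among the 10 of these genes that could be tested for it, the response differed between the lines past the threshold for BNIP3 alone (adjusted p of the difference = 5.9e-12), and with the shrinkage removed it did not (adjusted p of the difference = 1.00), unless the solution was chosen by base mean (adjusted p of the difference = 2.5e-10).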

In response to culture at 20% oxygen, only 3 and 2 DEGs were upregulated >2-fold in the MEL2 and MEL1 hPSC lines, respectively. 

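More than 2-fold higher at 20% oxygen were 2 genes in MEL1, FST and PRDM14, and 3 in MEL2, CALB1, NETO1 and ST8SIA3, of which PRDM14 was named after its values were seen. PRDM14 encodes a transcription factor of pluripotent cells. By limma-voom its log2 fold change at 5% oxygen was -1.19 in MEL1 (adjusted p = 0.0165) and -0.49 in MEL2 (adjusted p = 0.0495). In MEL1 it was not called without library b at 5% oxygen (adjusted p = 0.109). CALB1 had 274 ± 41.9 normalized counts at 20% oxygen and 97.2 ± 23.5 at 5% oxygen (SD, n = 2 each) in MEL2, and 362 ± 13.9 against 174 ± 64.8 (SD, n = 3 each) in MEL1. The same genes, with H2AC6 and EFR3A in place of FST and PRDM14, made up the 5 largest combined decreases, at -0.99 for NETO1, -0.98 for CALB1, -0.97 for ST8SIA3, -0.81 for H2AC6 and -0.79 for EFR3A. With the shrinkage removed, 22 genes in MEL1 and 19 in MEL2 were more than 2-fold higher at 20% oxygen, and 170 and 107 at 5% oxygen.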

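FST lies on chromosome 5 from 52776456 to 52782964. In MEL1 its normalized count was 316 ± 125 (SD, n = 3) at 20% oxygen and 121 ± 18.3 (SD, n = 3) at 5% oxygen, and in MEL2 it was 203 ± 37.0 (SD, n = 2) and 140.5 ± 6.93 (SD, n = 2). Its log2 fold change at 5% oxygen in the authors' deposited tables was -1.05 in MEL1 (adjusted p = 4.4e-05) and -0.41 in MEL2 (adjusted p = 0.285), so FST was called in MEL1 and not in MEL2. The difference of its response between the lines was not past the threshold (adjusted p of the difference = 1.00). By limma-voom the change was -1.30 in MEL1 (adjusted p = 0.0885) and -0.53 in MEL2 (adjusted p = 0.100), called in neither, and with each library left out in turn it stayed between -1.68 and -1.07 in MEL1. FST was called in MEL1 without library c at 5% oxygen (adjusted p = 0.0345) or library b at 20% oxygen (adjusted p = 0.00865).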

Of interest, follistatin (*FST*) which has a high affinity for activin A and leads to hPSC differentiation [33] was increased at 20% oxygen (Supplementary Figure S2). Consistent with previous reports [11, 14, 34–36], the remodeling of the metabolome did not coincide with a pronounced change in the majority of pluripotency markers. 

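Of 11 pluripotency markers, namely POU5F1 (OCT4), NANOG, MEIS1, OTX2, SOX11, GDF3, ZFP42 (REX1), FGF4, DPPA2, DPPA4 and TERT (hTERT), 1 was called in MEL1 and 0 in MEL2, with the same counts when adjusted over the list alone. With an unadjusted p under 0.05 there were 1 in MEL1 and 4 in MEL2. The gene called was ZFP42, with a log2 fold change of -0.39 (adjusted p = 0.0454) in MEL1 in the authors' deposited table. It was no longer past the threshold with centred log2 fold changes (adjusted p = 0.0966, with a range of 0.0396 to 0.862 over its alternatives), and the difference of its response between the lines was not past the threshold either. Combined over both lines, the log2 fold change of ZFP42 was -0.33 (adjusted p = 0.00843), past the threshold of the combined test. NANOG, on chromosome 12 from 7940390 to 7951742, had 397 ± 40.1 normalized counts at 5% oxygen and 448 ± 84.3 at 20% oxygen (SD, n = 3 each) in MEL1, and 382 ± 74.6 and 423 ± 4.54 (SD, n = 2 each) in MEL2, differences within the spread of the libraries. OTX2 moved in opposite directions in the lines and DPPA2 rose in both, with limma-voom log2 fold changes of -0.42 and 0.39 for OTX2 and 0.32 and 0.75 for DPPA2 in MEL1 and MEL2, past the threshold in neither line. Combined over both lines, the log2 fold changes of SOX11, DPPA4, GDF3 and TERT were 0.00, -0.08, -0.12 and 0.33, none past the threshold, and with centring the sign of GDF3 and DPPA4 turned in MEL1. TERT passed in MEL1 by limma-voom without library c at 5% oxygen (adjusted p = 0.0485), against 0.476 with all libraries. As a list, the markers did not stand apart from random lists (adjusted permutation p = 0.572 in MEL1 and 0.637 in MEL2). MEIS1 and FGF4 had at most 5.84 normalized counts in any group, so a change in them was not detectable at this depth. For POU5F1, on chromosome 6 from 31132114 to 31148508, it was not detectable either. Its normalized count was 8.41 ± 5.49 at 5% oxygen and 14.9 ± 4.92 at 20% oxygen (SD, n = 3 each) in MEL1, and 0.523 ± 0.739 and 0.518 ± 0.733 (SD, n = 2 each) in MEL2. In the major histocompatibility region around it, 93.2% of 177 protein-coding genes had a base mean under 10 in MEL1, and copies of POU5F1 elsewhere in the genome carried reads.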

Pluripotency markers *OCT4*, *NANOG*, *MEIS1 OTX2*, *SOX11*, *GDF3*, *REX1*, *FGF4*, *DPPA2*, *DPPA4*, and *hTERT* were unaltered due to oxygen (Supplementary Figure S3A). 

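POU3F1, on chromosome 1 from 38509501 to 38512465, had 239 ± 50.4 normalized counts at 5% oxygen and 108 ± 31.8 at 20% oxygen (SD, n = 3 each) in MEL1. In MEL2 it had 314 ± 17.2 and 154 ± 16.6 (SD, n = 2 each), and it was called in both lines. SOX2, on chromosome 3, had a log2 fold change of -0.46 in MEL1 (adjusted p = 0.0126) and -0.22 in MEL2 (adjusted p = 0.350) in the authors' deposited tables, called in MEL1 alone. Combined over both lines it was -0.33 (standard error 0.09), and the difference of its response between the lines was not past the threshold. DNMT3B, on chromosome 20, was called lower in both lines, with a combined log2 fold change of -0.67 (standard error 0.08). Reads of SOX2 and DNMT3B were not recovered.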

At 5% oxygen, the expression of the pluripotency marker *OCT6* (*POU3F1*) [37] was increased in both lines, while *SOX2* and *DNMT3B* were decreased in the MEL1 and both hPSC lines, respectively (Supplementary Figure S3). However, none of these genes reached the log_2_(fc)=1 threshold.

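The shrunken log2 fold changes of POU3F1 were 0.91 in MEL1 and 0.84 in MEL2 in the authors' deposited tables, below 1. With the shrinkage removed they were 1.15 and 1.03, and by limma-voom on the recovered reads 1.15 (adjusted p = 0.0584) and 1.03 (adjusted p = 0.00254). In MEL1 it was called without library c at 5% oxygen (adjusted p = 0.00714) or library c at 20% oxygen (adjusted p = 0.0368). For SOX2 and DNMT3B they stayed within 1 of 0, at -0.50 for SOX2 in MEL1 and -0.80 and -0.67 for DNMT3B in MEL1 and MEL2 without shrinkage.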

In order to understand more the transcriptional response to oxygen, we interrogated RNA-seq data to identify oxygen-regulated networks based on the identified DEGs. NetworkAnalyst [38] was used to generate zero-order protein-protein networks based on known protein interactions of significant DEGs (Figures 5(a)–5(d)). Subsequent KEGG pathway analysis of hPSC networks upregulated at 5% oxygen highlighted glycolysis most prominently, followed by focal adhesion and pentose phosphate pathway activity (Figures 5(b) and 5(d)). 

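Besides glycolysis, a list of 40 focal adhesion and extracellular matrix genes stood apart from random lists in both lines. Its median log2 fold change was 0.27 in MEL1, with 31 of 39 genes tested higher at 5% oxygen, and 0.22 in MEL2, with 30 of 37 higher (adjusted permutation p = 2.4e-04 in both). In MEL1 12 members were called higher and 1 lower, and in MEL2 5 were called higher and 1 lower. The 13 genes of the pentose phosphate pathway did not stand apart, with medians of 0.03 in MEL1 and -0.00 in MEL2 (adjusted permutation p = 0.287 in both lines). Of them 0 were called in MEL1 and 1 in MEL2, and 2 were higher with an unadjusted p under 0.05 in each line. The networks of protein interactions that the study built were not repeated.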

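Lists of genes for the cell cycle, for RNA transport and splicing, and for protein folding were lower at 5% oxygen, and so higher at 20% oxygen, in both lines. For 51 cell cycle genes the median log2 fold change at 5% oxygen was -0.26 in MEL1 (adjusted permutation p = 2.4e-04) and -0.18 in MEL2 (adjusted permutation p = 0.00347). For 40 genes of RNA transport and splicing the medians were -0.30 and -0.24, with 15 called lower in MEL1 and 8 in MEL2. The 29 chaperones tested, which include those of the endoplasmic reticulum, had medians of -0.26 and -0.25, with 10 and 8 called lower (adjusted permutation p = 2.4e-04 in each line, as for RNA transport). Among the 3 lists the cell cycle had the mean Wald statistic nearest to 0, at -1.48 in MEL1 and -0.97 in MEL2, against -2.21 and -1.76 for RNA transport and -2.06 and -1.94 for chaperones. With the spread widened for a correlation of 0.05 between genes, the cell cycle list in MEL2 was no longer past the threshold (adjusted permutation p = 0.123, the highest over its alternatives).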

In hPSC cultured at 20% oxygen, cell cycle was the most enriched pathway, followed by RNA transport and protein processing in the endoplasmic reticulum. These pathway enrichments based on known networked interactions were similar to GO and KEGG analyses performed using all DEGs, in which glycolysis, amino acid and carbon metabolism, and the HIF-1 hypoxic response were enriched at 5% oxygen (Supplementary Figures S3B and S4). 

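A list of 28 hypoxia response genes outside glycolysis had a median log2 fold change of 0.65 in MEL1 and 0.79 in MEL2, and 27 members were higher at 5% oxygen in each line (adjusted permutation p = 2.4e-04 in both). Of these genes, 14 were called higher in MEL1 and 16 in MEL2. Over 25 of them with recovered reads, library c of MEL1 at 20% oxygen had a median log2 value of 0.68 above the other 20% oxygen libraries of the line, against -0.26 and -0.34 for libraries a and b. Against libraries a and b at 20% oxygen, the 5% oxygen libraries of MEL1 had medians of 1.69, 1.37 and 0.92. The 5 genes of serine and glycine synthesis, part of amino acid metabolism, did not stand apart from random lists, with medians of 0.03 in MEL1 and -0.04 in MEL2 (adjusted permutation p = 0.561 and 0.794).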

As expected, *HIF-1α*, *HIF-1β*, and *HIF-2α* were not oxygen regulated at the mRNA level; however, HIF-1 target genes *ENO1*, *SERPINE1*, *ENO2*, *VEGFA*, *SLC2A1*, *EGLN1*, *PDK1*, *HK2*, *MAP2K1*, and *PFKFB3* were significantly increased at low oxygen (Supplementary Figure S3B). 

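HIF1A and ARNT (HIF-1β) were called in neither line. EPAS1 (HIF-2α) was not called in MEL1 and had too few reads for an adjusted p-value in MEL2. By the authors' statistics 0 of them had an unadjusted p under 0.05. ARNT had 500.1 ± 32.7 normalized counts at 5% oxygen and 448 ± 47.8 at 20% oxygen (SD, n = 3 each) in MEL1, and 637 ± 40.0 and 559 ± 9.27 (SD, n = 2 each) in MEL2. EPAS1 had few reads, at 19.7 ± 2.35 and 29.5 ± 15.7 (SD, n = 3 each) in MEL1 and 10.5 ± 7.50 and 24.1 ± 4.82 (SD, n = 2 each) in MEL2. By limma-voom its log2 fold change was -0.33 in MEL1 (adjusted p = 0.706) and -1.33 in MEL2 (adjusted p = 0.113), past the threshold in neither. The combined log2 fold change of HIF1A was -0.08 (standard error 0.08). All 10 HIF-1 target genes were higher at 5% oxygen in direction in both lines, 8 were called in MEL1 and 9 in MEL2, and 10 passed in each line when adjusted over the list alone. Their median log2 fold change was 0.62 in MEL1 and 0.90 in MEL2 (adjusted permutation p = 2.4e-04 in both), and the difference of the response between the lines was not past the threshold for any of the 10 genes. Because the study chose these genes on the same libraries, neither the list test nor the adjustment over the list alone is independent evidence. Not called were EGLN1 and ENO2 in MEL1, with adjusted p-values of 0.0840 and 0.198 in the authors' deposited table, and MAP2K1 in MEL2, with 0.0751. MAP2K1 was called in MEL2 by limma-voom (adjusted p = 0.0408) and there not in MEL1 (adjusted p = 0.0549). In MEL1 it passed without library c at 5% oxygen (adjusted p = 0.0107) or library c at 20% oxygen (adjusted p = 0.0454). VEGFA, on chromosome 6 from 43737921 to 43754224, had 732 ± 95.2 against 402 ± 15.2 (SD, n = 3 each) in MEL1 and 629 ± 40.4 against 336 ± 4.94 (SD, n = 2 each) in MEL2. In MEL1 PDK1 had 1145 ± 63.4 against 356 ± 233 and EGLN1 had 488 ± 146 against 180.3 ± 104 (SD, n = 3 each), and library c at 20% oxygen held the highest value of its group, 624 for PDK1 and 301 for EGLN1. Without that library the limma-voom log2 fold change in MEL1 was 2.36 for PDK1 and 1.96 for EGLN1, against 1.84 and 1.49 with all libraries, and EGLN1 was then called (adjusted p = 0.00991), as it was without library c at 5% oxygen (adjusted p = 0.00756). The combined log2 fold changes of HK2, ENO1, ENO2, MAP2K1 and PFKFB3 were 0.72, 0.49, 0.74, 0.49 and 0.65.

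**Figure D2:**
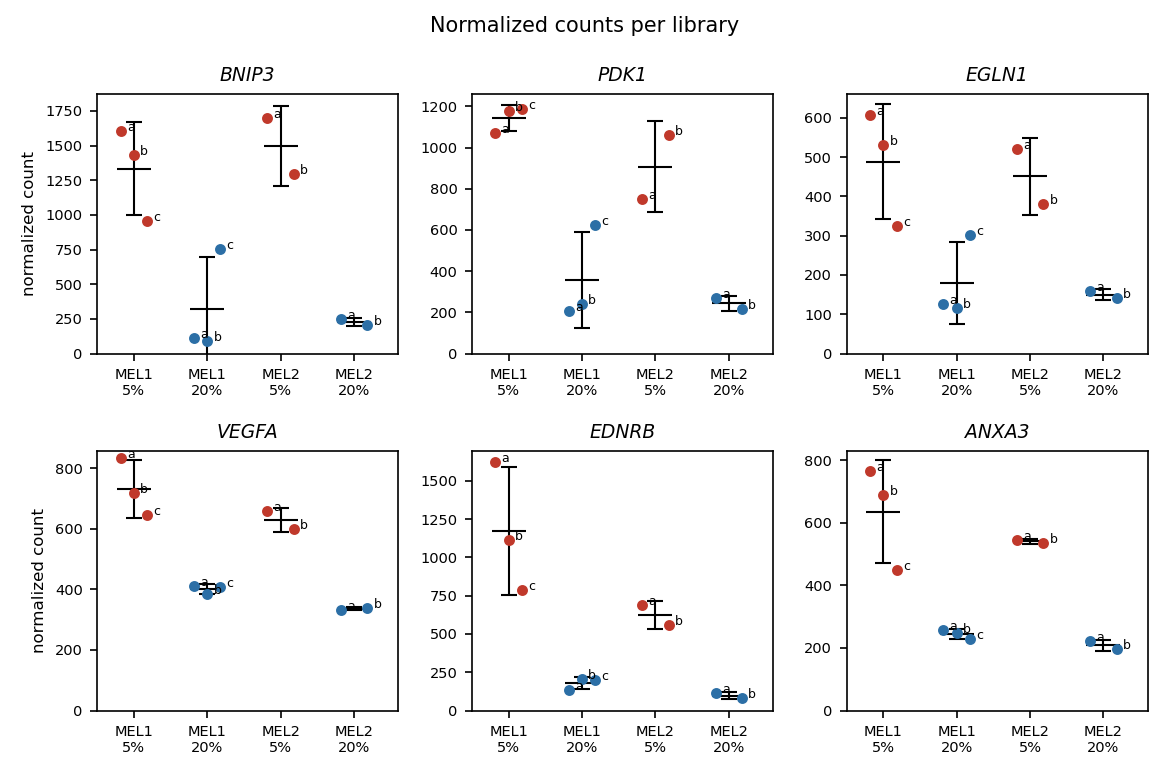
Normalized counts per library (y axis, recovered reads divided by the size factor) of BNIP3, PDK1, EGLN1, VEGFA, EDNRB and ANXA3 in MEL1 and MEL2 hPSC at 5% and 20% oxygen. Points are libraries, named by letter, and bars are the mean and SD; library c of MEL1 at 20% oxygen lies above libraries a and b for BNIP3 (751), PDK1 (624) and EGLN1 (301).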

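In the cell cycle list, 10 genes were called lower at 5% oxygen in MEL1 and 3 in MEL2, and 0 were called higher. With an unadjusted p under 0.05, 2 were higher and 24 lower in MEL1, and 3 and 17 in MEL2.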

At 20% oxygen, terms related to cell cycle transitions were consistently enriched despite no evidence that oxygen affects the proliferative capacity of either of the hPSC lines used [14]. 

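Between the lines, 176 genes were called higher and 159 lower in MEL1 than in MEL2 at 5% oxygen (17021 genes tested), and 184 and 177 at 20% oxygen (16985 genes tested). XIST, on chromosome X, which served as a check of this comparison, had 1.62 ± 0.931 normalized counts (SD, n = 3) in MEL1 and 877 ± 349 (SD, n = 2) in MEL2 at 5% oxygen, and 1.33 ± 0.689 (SD, n = 3) and 796 ± 107 (SD, n = 2) at 20% oxygen. Of 64 chemokines and chemokine receptors, 12 had a base mean of at least 10 in each comparison of the lines, and 0 of these were called at either oxygen concentration. With an unadjusted p under 0.05, 1 was higher in MEL1 at 5% oxygen and 1 lower at 20% oxygen. Their median log2 fold change, MEL1 against MEL2, was 0.14 at 5% oxygen and 0.05 at 20% oxygen, and 0 and 5 of them were lower in MEL1. The list holds chemokines and receptors alone and not the kinases and adaptors that a signalling pathway also includes.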

Under both oxygen conditions, chemokine signaling was decreased in the MEL1 line relative to that in the MEL2 line (Supplementary Figures S5A–S5D).

Together, these results demonstrate that a physiological oxygen concentration of 5% is able to globally increase acetylation and decrease methylation levels, plausibly responsible for the significant transcriptional response observed and consistent with a more open chromatin structure. This response not only includes the expected glycolytic and hypoxic response transcripts but is also enriched for genes in a range of metabolic pathways and those that contribute to the extracellular matrix. In contrast, an atmospheric oxygen concentration of 20% results in a repressed hPSC epigenetic profile as indicated by lower acetylation, higher methylation, and lower transcriptional activity. Overall, these results support a role for oxygen in determining the hPSC epigenetic landscape and implicate metabolites in this process, downstream of the change in oxygen.

### 2.5. Concurrent Methyltransferase and Demethylase Regulation by Oxygen

The results presented in the preceding paragraphs indicate that a change in oxygen is sufficient to alter hPSC histone methylation status. Next, we examined the transcript levels of methyl donors through the serine/glycine biosynthesis pathway and downstream methionine and folate cycles using RNA-seq data and qPCR (Supplementary Figure S6 and Supplementary Table 1). Glycolytic enzymes *LDHA*, which converts pyruvate to lactate, and *PGK1*, which catalyzes 1,3-bisphosphoglycerate metabolism to 3-phosphoglycerate (3PG), were also increased (Supplementary Figure S6A and Supplementary Table 1). 

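The response in MEL1 minus that in MEL2 was -0.93 for LDHA and -0.77 for PGK1 on the log2 scale, and neither difference was past the threshold (adjusted p of the difference = 0.300 for LDHA).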

3PG marks the crossroads where carbon can either continue through glycolysis or be directed into the serine/glycine pathway. While intracellular levels of serine and glycine were increased at 5% oxygen, enzymes necessary for their synthesis were not regulated by oxygen (Supplementary Figure S6B). 

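PHGDH, PSAT1, PSPH and SHMT2 were called in neither line, also when adjusted over the list alone, and 0 of them had an unadjusted p under 0.05. PSPH, on chromosome 7 from 56078744 to 56119297, had 732 ± 99.0 normalized counts at 5% oxygen and 774 ± 52.8 at 20% oxygen (SD, n = 3 each) in MEL1 and 657 ± 186 and 760.4 ± 50.6 (SD, n = 2 each) in MEL2, within the spread of the libraries. For PHGDH, PSAT1 and SHMT2, whose reads were not recovered, the combined log2 fold changes were 0.02 (standard error 0.07), 0.10 (standard error 0.10) and 0.05 (standard error 0.09).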

Plausibly, the mass effect of carbon flux through glycolysis is sufficient to increase serine/glycine production. Subsequent flux through the transsulphuration pathway to form cysteine and GSH is increased despite lower levels of *CBS* at 5% oxygen (Supplementary Figure S6C). 

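CBS, on chromosome 21 from 44473301 to 44497053, had log2 fold changes of -0.17 in MEL1 (adjusted p = 0.385) and -0.11 in MEL2 (adjusted p = 0.703) in the authors' deposited tables. It was lower in direction in both lines and called in neither. Combined over both lines, its log2 fold change was -0.14 with a standard error of 0.08 (adjusted p = 0.352).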

Quantification by qPCR established that approximately half of the assessed enzyme transcript levels in the folate and methionine cycles were decreased at 5% oxygen, while the remaining genes were unaltered (Supplementary Figures S6D and S5E and Supplementary Table 1). 

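MTHFD1L, on chromosome 6 from 151186815 to 151423023, was called in neither line, with log2 fold changes of 0.01 in MEL1 (adjusted p = 0.985) and -0.00 in MEL2 (adjusted p = 0.997) in the authors' deposited tables. Combined over both lines, the log2 fold changes were 0.00 for MTHFD1L (standard error 0.09) and -0.11 for GLDC (standard error 0.08). SHMT2 and GLDC were called in neither line, and the adjusted p-value of GLDC was 0.540 in MEL1 and 0.812 in MEL2. With centring, the sign of MTHFD1L turned in MEL2. A list of 15 folate cycle genes had medians of -0.12 in MEL1 and -0.00 in MEL2 (adjusted permutation p = 0.637 and 0.633).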

From the RNA-seq analysis, folate cycle enzyme transcripts for *MTHFR* and *MTHFD1L* were downregulated at 5% oxygen, while *SHMT2* and *GLDC* were unaltered (Supplementary Figure S6D). 

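DNMT1, on chromosome 19 from 10244018 to 10341962, had a log2 fold change of -0.46 in MEL1 (adjusted p = 0.00500) and -0.36 in MEL2 (adjusted p = 0.0650) in the authors' deposited tables, called in MEL1 alone. MAT2A was lower in direction in both lines and called in neither, at -0.49 in MEL1 (adjusted p = 0.214) and -0.68 in MEL2 (adjusted p = 0.0746) in the authors' deposited tables. Combined over both lines, the log2 fold changes were -0.41 for DNMT1 (adjusted p = 6.4e-05) and -0.59 for MAT2A (adjusted p = 0.00894), each past the threshold of the combined test. MAT2B had 909 ± 101 against 1062 ± 78.3 normalized counts at 5% and 20% oxygen (SD, n = 3 each) in MEL1 and 887 ± 75.3 against 1029.7 ± 86.7 (SD, n = 2 each) in MEL2, and was not called. DNMT3A was not called either, with a combined log2 fold change of -0.21 (standard error 0.09). DNMT3L had 0.378 ± 0.655 and 0.354 ± 0.613 normalized counts (SD, n = 3 each) in MEL1 and no reads in MEL2, so no change was detectable at this depth. Of these genes and DNMT3B, 2 were called in MEL1 and 1 in MEL2 over all genes tested, and 3 passed in each line when adjusted over the list alone. A list of 12 methionine cycle genes had medians of -0.23 in MEL1 (adjusted permutation p = 0.121) and -0.19 in MEL2 (adjusted permutation p = 0.0597), and with mean log2 fold changes in place of Wald statistics it passed in MEL2 (adjusted permutation p = 0.0329, with a range of 0.0329 to 0.302 over its alternatives).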

In the methionine cycle, transcripts for *MAT2A*, *DNMT1*, and *DNMT3B* were downregulated, while those for *MAT2B*, *DNMT3A*, and *DNMT3L* remained unchanged (Supplementary Figure S6E). Consistent with a reduction in histone methylation, *MAT2A* was decreased at 5% oxygen. 

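EZH2, on chromosome 7 from 148504349 to 148581413, had 478 ± 179 normalized counts at 5% oxygen and 712 ± 7.97 at 20% oxygen (SD, n = 3 each) in MEL1, and 397 ± 58.5 and 574 ± 176 (SD, n = 2 each) in MEL2. It was lower in direction in both lines and called in neither, with limma-voom log2 fold changes of -0.63 in MEL1 (adjusted p = 0.147) and -0.51 in MEL2 (adjusted p = 0.111). Without library c at 5% oxygen EZH2 was called in MEL1, at -0.91 (adjusted p = 0.00923). Its combined log2 fold change was -0.46 (standard error 0.12, adjusted p = 0.00719), past the threshold of the combined test. Adjusted over the list of EZH2 and MAT2A alone, both passed in both lines, against 0 over all genes tested, and each had an unadjusted p under 0.05. The study named both genes on these libraries, so their passing is not independent evidence.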

MAT2A interacts with the histone-lysine *N*-methyltransferase EZH2 [39], which also decreased at 5% oxygen (Supplementary Figure S6F), to specifically methylate H3K27 [40]. MAT2A is also responsible for the formation of the methyl donor S-adenosylmethionine (SAM) from methionine [32, 41], which donates a methyl group to histones or DNA. As*DNMT1* and *DNMT3B* were likewise downregulated at 5% oxygen, they may in part be responsible for reducing DNA methylation capacity although this was not assessed. 

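The difference of the response between the lines was not past the threshold for DNMT1 or DNMT3B, at -0.10 for DNMT1 and -0.11 for DNMT3B in MEL1 minus MEL2.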

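Of 22 lysine demethylase genes, 21 had a base mean of at least 10. As a list they stood apart from random lists, with 12 of 21 higher at 5% oxygen in MEL1 (median log2 fold change 0.03, adjusted permutation p = 0.0178) and 15 in MEL2 (median 0.19, adjusted permutation p = 2.4e-04). In MEL1 this did not hold with the spread widened for a correlation between genes (adjusted permutation p = 0.123, the highest over its alternatives) or without the member with the largest statistic (adjusted permutation p = 0.0624). The 16 lysine demethylases tested that the study does not name did not stand apart, with medians of -0.05 in MEL1 (adjusted permutation p = 0.700) and 0.12 in MEL2 (adjusted permutation p = 0.163). Of these 0 were called, and with an unadjusted p under 0.05 1 was higher and 1 lower in MEL1 and 4 were higher in MEL2.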

Finally, in parallel with reduced histone methylation capacity through reduced *EZH2*, *MAT2A* expression and reduced global H3K27me3 (Figure 4(a)), RNA-seq analysis showed that lysine demethylases (KDMs) which remove methyl groups from histones were upregulated at 5% oxygen (Supplementary Figure S6F). *Lysine demethylase 7A* (*KDM7A*), *KDM6A*, *KDM4B*, and *KDM3A* were upregulated by more than 50%, while *KDM6B*, which specifically demethylates H3K27me3 [42, 43], was upregulated by 260% (Supplementary Table 1). 

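KDM7A, on chromosome 7 from 139784546 to 139876783, had 459 ± 128 normalized counts at 5% oxygen and 276 ± 13.4 at 20% oxygen (SD, n = 3 each) in MEL1 and 506 ± 138 and 309 ± 10.6 (SD, n = 2 each) in MEL2. In MEL1 KDM4B had 790.4 ± 221 and 467 ± 94.8, KDM3A had 1093 ± 237 and 609 ± 265, and KDM6B had 156 ± 63.4 and 58.3 ± 44.8 normalized counts (SD, n = 3 each). In MEL2 the values were 949.8 ± 313 and 427 ± 44.1 for KDM4B, 1093 ± 218 and 496 ± 8.45 for KDM3A, and 204 ± 98.6 and 41.8 ± 8.40 for KDM6B (SD, n = 2 each). Computed from the shrunken log2 fold changes, the increases at 5% oxygen were 54.5% for KDM7A, 36.3% for KDM6A, 55.4% for KDM4B and 41.6% for KDM3A in MEL1, and 50.4% for KDM7A, 51.9% for KDM6A, 94.0% for KDM4B and 99.8% for KDM3A in MEL2. KDM6B at 5% oxygen was 265% of its 20% oxygen level in MEL2 on this scale, an increase of 165%, and its increase in MEL1 was 35.0%. KDM7A, KDM6A and KDM4B were called in both lines, and KDM3A and KDM6B in MEL2 and not in MEL1, where their adjusted p-values were 0.190 and 0.239 in the authors' deposited table. Adjusted over the list alone, all 5 genes passed in both lines, which is not independent evidence because the study named them on these libraries. By limma-voom on the recovered reads of KDM7A, KDM4B, KDM3A and KDM6B, all 4 were called in MEL2 and none in MEL1, where the adjusted p-values lay between 0.107 and 0.132. Library c of MEL1 at 20% oxygen had 109.8 normalized counts of KDM6B against 36.1 and 28.9 in libraries a and b, and without it the limma-voom log2 fold change of KDM6B in MEL1 was 2.12 (adjusted p = 0.0386), against 1.50 with it. Without library c at 5% oxygen all 4 were called in MEL1 (KDM6B adjusted p = 0.0140), and without library c at 20% oxygen KDM3A was called too (adjusted p = 0.00864). The difference of the response between the lines was not past the threshold for any of the 5 genes.

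**Figure D3:**
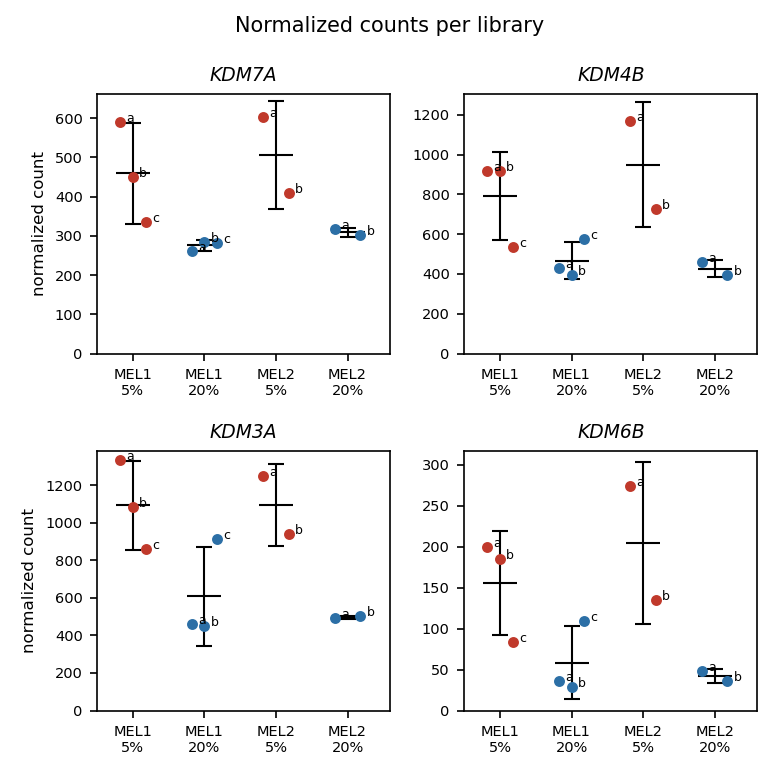
Normalized counts per library (y axis, recovered reads divided by the size factor) of KDM7A, KDM4B, KDM3A and KDM6B in MEL1 and MEL2 hPSC at 5% and 20% oxygen. Points are libraries, named by letter, and bars are the mean and SD; library c of MEL1 at 20% oxygen lies above libraries a and b for KDM3A (914) and KDM6B (109.8).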

Overall, these findings begin to show a link between a change in oxygen and the hPSC epigenetic landscape, suggesting a role for oxygen-regulated metabolites and enzymes in the process.

## 3. Discussion

Previous analyses of hPSC metabolism and its role in pluripotency have been described in cells cultured under 20% oxygen (5% CO2 in air; atmospheric). We have established that hPSC mitochondrial respiration is decreased at 5% oxygen, despite the absence of any apparent alterations to inner mitochondrial matrix organization. Beyond the production of ATP, mitochondrial respiration also generates ROS as H_2_O_2_ from complex III of the electron transport chain [44], which are thought to increase under conditions of low oxygen [31]. Compared with their better known role in DNA damage when in excess, ROS have been shown to directly alter the epigenetic landscape [45] by directly oxidising the methyl group of 5mC preventing methylation [46] and inducing DNA methylation at the promotor regions of acetyltransferases and methyltransferases [47]. Our study, however, reveals that a physiological concentration of oxygen did not elicit a change in steady-state ROS levels. Instead, intracellular glutathione production was doubled, plausibly mitigating any excess ROS production. The oxygen-regulated mechanisms driving hPSC acetylation and methylation may therefore be related to the altered metabolite fluxes we observed in this study.

A euchromatic state was established at 5% oxygen, consisting of increased global H3K9/27 acetylation and reduced H3K27 trimethylation. Metabolite levels and pathway fluxes alter the epigenetic landscape, potentially regulating global or localized patterns of genes to elicit cell fate [20, 21, 48, 49]. We show that 5% oxygen increases glucose-derived carbon flux, which feeds into serine/glycine biosynthesis, glycogen, lactate, alanine, and glutathione production. Despite elevated levels of serine, glycine, and glutathione at 5% oxygen, we observed depressed expression of enzymes throughout the folate and methionine cycles, which are necessary for the production of key methyltransferases such as SAM and EZH2 [40, 41]. *MAT2A*, but not *MAT2B* expression, which together generate EZH2 and SAM from methionine, was also downregulated at 5% oxygen. In support of this, an identical *MAT2A/B* expression pattern is observed when methionine is removed from hPSC culture [32], leading to a reduction in SAM synthesis and a reduction in global methylation consistent with our findings. The repressed expression of key methyltransferase enzymes and the corresponding decrease in methylation at 5% oxygen is consistent with the profile of enhanced pluripotency [17]. Indeed, the acquisition of naïvety in mouse PSC is associated with demethylation events, specifically of H3K27me3 [19]. While oxygen did not generally affect pluripotency at a transcriptional level, consistent with several previous assessments [11, 14, 34–36], physiological oxygen was shown to promote a metabolome and epigenetic landscape characteristic of pluripotency. It is plausible that HIF signaling is partly responsible for the metabolic profile and therefore shift in physiology established at 5% oxygen, as over half of the upregulated HIF target genes function in glycolysis, consistent with the observed increases in glycolytic metabolism.

A question arising from our work is why 5% oxygen resulted in the lower accumulation of intracellular acetate coincident with higher global H3K9/27 acetylation. Of all assessed metabolites, only acetate, an essential metabolite for most cancers [50], was less present under 5% oxygen culture. Upon hPSC differentiation, global H3K9/27ac is lost; however, acetate supplementation is able to completely reverse this [17]. Notably, acetylation by acetate is achieved only after its conversion to acetyl-CoA, which is primarily formed through glycolytic-derived pyruvate. Pyruvate is metabolised to citrate in the mitochondria which is then exported to the cytosol where it is metabolised to acetyl-CoA [51], thus bypassing acetate. The lower accumulation of glucose-derived acetate at 5% oxygen may therefore signal a higher demand for acetyl-CoA for acetylation purposes.

Several key epigenetic cofactors can be derived from glucose metabolism and, thus, are potentially influenced by oxygen. The production of cytosolic acetyl-CoA requires glycolytic metabolism of citrate, while acetyl-CoA produced in the mitochondria from fatty acids is metabolised through the TCA cycle [51]. The current study cannot definitively conclude that the increased acetylation is glucose-derived; however, increased carbon flux through glycolysis such as that observed in this study at 5% oxygen has been shown to reduce deacetylase activity through reduced NAD^+^ availability [52] and increase acetylation through glucose-derived acetyl-CoA [17]. Conversely, the observed reduction in histone methylation at 5% oxygen is likely due to the global increase in histone demethylases and general decrease in methyltransferase enzyme transcripts *MAT2A* and *EZH2* [53]. Furthermore, the downregulation of DNMTs at 5% oxygen is consistent with the global DNA methylation pattern seen in the 4-cell and blastocyst stage bovine embryo in response to oxygen [54], suggesting that the totipotent and pluripotent developmental stages represent heightened windows of sensitivity to oxygen concentration. Taken together, these data implicate the higher glycolytic flux generated at 5% oxygen in both the accumulation of acetylation and loss of methylation marks. These findings could be enhanced by tracing the origin of the acetyl groups on histone tails.

In this report, we show that physiological oxygen (5%) promotes a euchromatic state, increasing acetylation, activating demethylases, and deactivating methyltransferases, providing a basis for explaining how oxygen could influence hPSC by providing a more flexible transcriptional state. Moreover, this euchromatic state at 5% oxygen coincides with a wave of transcriptional activity and a time-dependent increase in the flux of glucose-derived carbon through multiple metabolic pathways. The requirement for pluripotent cells to maintain specific metabolic, epigenetic, and transcriptional profiles implicates oxygen as a key developmental regulator through its ability to influence metabolism. These findings have broad implications because the role of oxygen in metabolism, transcription, and epigenetics has obvious implications for all aspects of pluripotent cell culture, including differentiation assays, and disease modelling.

## 4. Materials and Methods

### 4.1. Cell Culture

hPSC MEL1 and MEL2 (Australian Stem Cell Centre) were cultured in mTeSR1™ medium (Stem Cell Technologies) on PSC qualified Matrigel™- (BD Biosciences) coated tissue culture plates (BD Biosciences). Cells were cultured in humidified CB 150 incubators (Binder Inc.) at 37°C with 5% CO_2_ in air (20% oxygen), or 5% CO_2_ and 5% O_2_, and balanced with N_2_. Cell passaging took place every 5 days using Dispase (Stem Cell Technologies), and the medium was refreshed every 24 h in a biosafety cabinet. To minimize exposure to 20% oxygen conditions during handling, the medium was preequilibrated under each respective oxygen condition. All cell cultures were acclimated to 5% or 20% oxygen conditions for a minimum of 2 passages before use.

### 4.2. Cellular Bioenergetics

hPSC were treated with Y-27632 (10 *μ*M; AdipoGen) for 1 h prior to dissociation with TrypLE Select (Invitrogen) and seeded as single cells at a density of 40,000 cells/well in Seahorse XF24 assay microplates (In Vitro Technologies) and cultured at 5% or 20% oxygen. For cell number determination, a parallel seeding of 40,000 cells/well of a 96-well clear bottom plate (Falcon) in mTeSR1™ + Y-27632 was performed. After 24 h, the medium was refreshed with mTeSR1™, and after a further 24 h, cells in the assay plate were prepared for analysis. Cells were rinsed with 500 *μ*L of warmed (37°C) Seahorse XF base medium (In Vitro Technologies) containing 13.7 mM glucose, 0.392 mM sodium pyruvate, and 2.94 mM L-glutamine (the levels found in mTeSR1™) at pH 7.4. A final volume of 630 *μ*L was added to the assay plate before it was placed in a 1% CO_2_ incubator for 1 h to stabilize the pH of the assay medium and the plate. A standard mitochondrial stress test assay (Seahorse Bioscience/In Vitro Technologies) was performed with an initial basal recording followed by sequential injections of oligomycin (1 *μ*M final), carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP; 50 nM final) and rotenone/antimycin A (1 *μ*M final) every 24 minutes. Cells parallel seeded on clear 96-well plates were fixed in 70% ethanol and stained with DAPI. To determine the cell number, 5 representative images were taken of the cell monolayer from each of 4 separate wells and analyzed using ImageJ, and the average cell number quantitated after adjusting for the well surface area. Assay results were normalized to the cell number, and metabolic parameters were determined using the publicly available Seahorse XF Cell Mito Stress Test Report Generator (Agilent Technologies).

### 4.3. Transmission Electron Microscopy

Approximately 4 million hPSC per treatment were processed for TEM using a protocol adapted from Underwood et al. [55]. hPSC were washed with 0.1M cacodylate buffer and then fixed for 30 min in cacodylate buffer containing 1% glutaraldehyde and 1% PFA at pH 7.4. Fixed cells were scraped and then centrifuged at 300g for 3 min and rinsed in cacodylate buffer 3 times. Pelleted cells were stained with 1% osmium tetroxide for 30 min, rinsed with cacodylate buffer, and then dehydrated through an ethanol gradient as follows: 50% ethanol for 10 min, 70% ethanol for 10 min, 90% ethanol for 10 min, 95% ethanol for 10 min, 100% ethanol for 15 min, and 100% electron microscopy grade ethanol for 30 min. Samples were then infiltrated with 200 *μ*L resin (50% absolute acetone: 50% resin) in an open tube under agitation for 2 h. Resin was refreshed and infiltrated for 4 h under vacuum, then set in 100% resin at 80°C. Samples were sliced with a microtome, fixed to TEM grids, and imaged using a Jeol 2100F transmission electron microscope with an Oxford X-MaxN 80 T EDXS detector (Oxford Instruments), an EELS Spectrometer imaging filter (Gattan), and an Orius SC1000 CCD camera (Gattan). The microscope was operated at an accelerating voltage of 80 kV.

### 4.4. In Vitro Teratoma Assay

Methylcellulose (Sigma) was resuspended to make a 10% solution in knockout serum replacement (KOSR) medium consisting of DMEM/F12+L-glutamine (Thermo Fisher) with 20% (*v*/*v*) KOSR (Thermo Fisher), 0.1 mM NEAA (Thermo Fisher), and 10,000 U PenStrep (Thermo Fisher). hPSC cultured at 20% oxygen for over 5 passages were treated with Y-27632 (10 *μ*M) for 1 h prior to dissociation with TrypLE Select. A 3 mm coat of methylcellulose was added to wells of a 24-well ultralow attachment plate (Corning) and incubated at 37°C for approximately 40 min until solidified. hPSC were harvested with 5 mL KOSR+20% FBS, then 6.25 million cells were centrifuged at 300 g and resuspended in 5 mL of KOSR+20% FBS+0.25 mL of undiluted Matrigel (Corning)+10 *μ*M Y-27632. Approximately 5,000,000 cells (400 *μ*L) were loaded into each well on top of the methylcellulose layer and the plates were centrifuged at 300g for 5 min until tight spheres of cells had formed; then, 200 *μ*L of KOSR medium+10 *μ*M Y-27632 was added and incubated overnight at 20% oxygen. After 24 h, following attachment of the spheres to the methylcellulose layer, the medium was aspirated and replaced with 400 *μ*L/well of KOSR medium+20% FBS. After a further 24 h, the medium was completely aspirated and a second 3 mm layer of methylcellulose was added on top of the cell aggregate and placed in the incubator for ~40 min. Once solidified, 400 *μ*L of KOSR medium+20% FBS was added on top of the methylcellulose layers. The medium was replaced every 48 h for 8 weeks. After 8 weeks of differentiation, *in vitro* teratomas were extracted, fixed, and stained with H&E for morphological analysis.

### 4.5. Fluxomics Using ^13^C-glucose

To determine metabolite kinetics, uniformly labeled ^13^C_6_ D-glucose (Sigma) was supplemented into glucose-free mTeSR1™ medium. Long-term 5% and 20% oxygen-adapted hPSC were treated with Y-27632 (10 *μ*M) for 1 h, dissociated with TrypLE Select, and 4 × 10^6^ cells were seeded as single cells in 100 mm dishes (Becton Dickinson) in glucose-free mTeSR1™ + ^13^C_6_ D-glucose+Y-27632 and cultured at 5% or 20% oxygen. Upon reaching confluency, the medium was changed 4 h prior to labeling, with in-house glucose-free mTeSR1™ supplemented with D-glucose. After 4 h, custom mTeSR1™+^13^C_6_ D-glucose was added to timepoint dishes 1, 2, and 4 h, which were returned to their respective incubators for 1, 2, or 4 h, respectively. Timepoint 0 h was harvested immediately. For each collection, 10 mL of spent ^13^C_6_ D-glucose medium was collected and stored at -80°C. Ice cold PBS was added to the cells prior to scraping, cell suspensions were centrifuged at 300g for 3 min, the supernatant was aspirated, and the pellets were snap frozen in liquid nitrogen before being stored at -80°C. A 1 cm^2^ area of cells was left on each plate for cell number determination.

Sample preparation and NMR spectra acquisition were performed as previously described [29]. In detail, frozen cell pellets were lysed by cytolysis using molecular grade water on ice for 20 min. Cell lysates were separated into aqueous and organic phases using a 2 : 1 chloroform : methanol solution, followed by 1-part methanol and 1-part molecular grade water with vigorous vortexing between each step, and centrifuged at 3000 g at 4°C giving rise to a biphasic solution. The aqueous and organic phases were recovered and, together with the spent medium, were concentrated by lyophilization. The aqueous and media concentrates were reconstituted in deuterated water (D_2_O; Cambridge Isotopes) with 1 mM DSS (Sigma). The organic concentrate was reconstituted in deuterated chloroform (CDCl_3_; Cambridge Isotopes) and analyzed immediately. Samples were loaded into 3 mm glass tubes (Wilmad-LabGlass) and analyzed on a 63 mm bore 800 MHz spectrometer (Varian/Agilent Technologies) using VnmrJ software (Agilent Technologies) by collecting gradient-enhanced 1D-^1^H and 2D-^1^H,^13^C-heteronuclear single-quantum coherence (cCHSQC) spectra. Acquisition and recycling time for aqueous, organic, and media samples were 6 h and 1.5 h, 4.5 h and 1.25 h, and 0.5 h and 0.125 h, respectively. Spectra were processed using Mnova (Mestrelab Research), by integrating peaks relative to DSS or CDCl_3_. Chemical shift data from the Human Metabolome Database and Biological Magnetic Resonance Data Bank [56, 57] were used to identify metabolites, and integrals were transformed to mass quantities using standard curves. Mass quantities for each metabolite were standardized to 25 million cells and plotted as flux in nmol over time (h).

### 4.6. Immunofluorescence

For the quantification of histone acetylation and methylation markers, hPSC were fixed in PFA for 15 min, permeabilized using 1 M HCl for 20 min, and blocked with 0.1% Triton X-100 and 5% species-specific serum in PBS for 1 h. Primary antibodies were incubated at 4°C for 24 h at the following concentrations: H3K9ac (Abcam) at 1 : 500, H3K27ac (Abcam) at 1 : 1000, and H3K27me3 (Abcam) at 1 : 250. Secondary antibodies Alexa Fluor 488 or 568 (Invitrogen) were used at 1 : 1000 and incubated at RT for 45 min. Nuclei were counterstained with 300 nM DAPI for 5 min at RT. For each marker of interest, exposure times for DAPI and primary were kept constant. Five representative colonies were imaged per treatment, and 10 cells were randomly selected per colony for fluorescence intensity analysis using ImageJ. Corrected total cell fluorescence (CTCF) was calculated using the following formula [58]: CTCF = integrated density − (area of nucleus × mean fluorescence of background readings). CTCF was then further normalized to the DAPI intensity for each selected nucleus.

### 4.7. Flow Cytometry

To determine mitochondrial ROS production, hPSC were dissociated using TrypLE Select, centrifuged at 300g, incubated in mTeSR1™ with the MitoSOX Red superoxide indicator (1 *μ*M, Invitrogen) for 20 min at 37°C, counterstained with 300 nM DAPI, and washed twice with PBS. Cells were then run on a Beckman Coulter CyAn analyzer (Beckman Coulter), where a minimum of ten thousand live cell events were acquired using DAPI gating for each sample. Flow density plots were generated using Summit 4.3 software (Beckman Coulter). Mean log_10_ fluorescence data values were recorded and normalized for the statistical analysis.

### 4.8. qRT-PCR

Total RNA was isolated from hPSC using TRIzol (Invitrogen). RNA was isolated using a chloroform-induced triphasic solution before DNase treatment using DNase-I (Ambion). cDNA was synthesized from 1 *μ*g of RNA using M-MLV Reverse Transcriptase (Promega). Triplicate reactions of each sample were run using EvaGreen Master Mix (Solis BioDyne) on a ViiA7™ thermocycler (Invitrogen). No-template control samples with nuclease-free water in place of cDNA were included for every primer set, and a –RT control was included to confirm appropriate cDNA synthesis. The relative abundance of each gene was normalized to that of *RPLP0* and analyzed using Q-Gene which is based on the ΔΔCt method. Standard curves were generated for each gene to control for primer-specific efficiencies. All PCR products were verified by sequencing. See Supplementary Table 2 for primers.

### 4.9. RNA-seq

RNA from MEL1 and MEL2 hPSC cultured at 5% and 20% oxygen was isolated using the RNeasy Plus Mini Kit (Qiagen). The RNA integrity numbers (RIN) of 10 for all samples were determined using the Agilent 2100 Bioanalyzer (Agilent Technologies). RNA was analyzed on the Illumina HiSeq 2500 Sequencing System (Illumina) at the Australian Genome Research Facility (AGRF) using 1 *μ*g of total RNA as input. Sequencing was performed with 12 samples per lane, using 50 bp single-end reads. The quality of resultant raw FASTQ data files was assessed with FastQC. Data files were uploaded to the Galaxy platform [59] at https://usegalaxy.org/ and processed using the following pipeline: FASTQ Groomer to convert raw Illumina FASTQ files to Sanger Quality score format, Trim Galore! to trim the 13 bp of Illumina standard adapters, RNA STAR to align reads to the UCSC GRCh37/hg19 human reference genome, featureCounts to measure gene expression, and DESeq2 to identify DEGs. GO analysis of Biological Function terms and KEGG pathways were determined using DAVID. DEGs were submitted to NetworkAnalyst [38] to visualize zero-order protein-protein interaction (PPI) networks using the STRING interactome with a confidence score cut-off of 900.

### 4.10. Statistical Analyses

All data are presented as the mean ± SEM (*p* < 0.05). Statistical analyses were performed using Student's *t*-test to calculate differences between two groups, or following a two-factor ANOVA, significant main effects and interactions were further analyzed using simple main effects calculated using the MS residual from the initial ANOVA. All analyses were performed in Prism 7 (GraphPad) and unless otherwise stated *n* = 3, where *n* is the number of biological replicates.

## Figures and Tables

**Figure 1:**
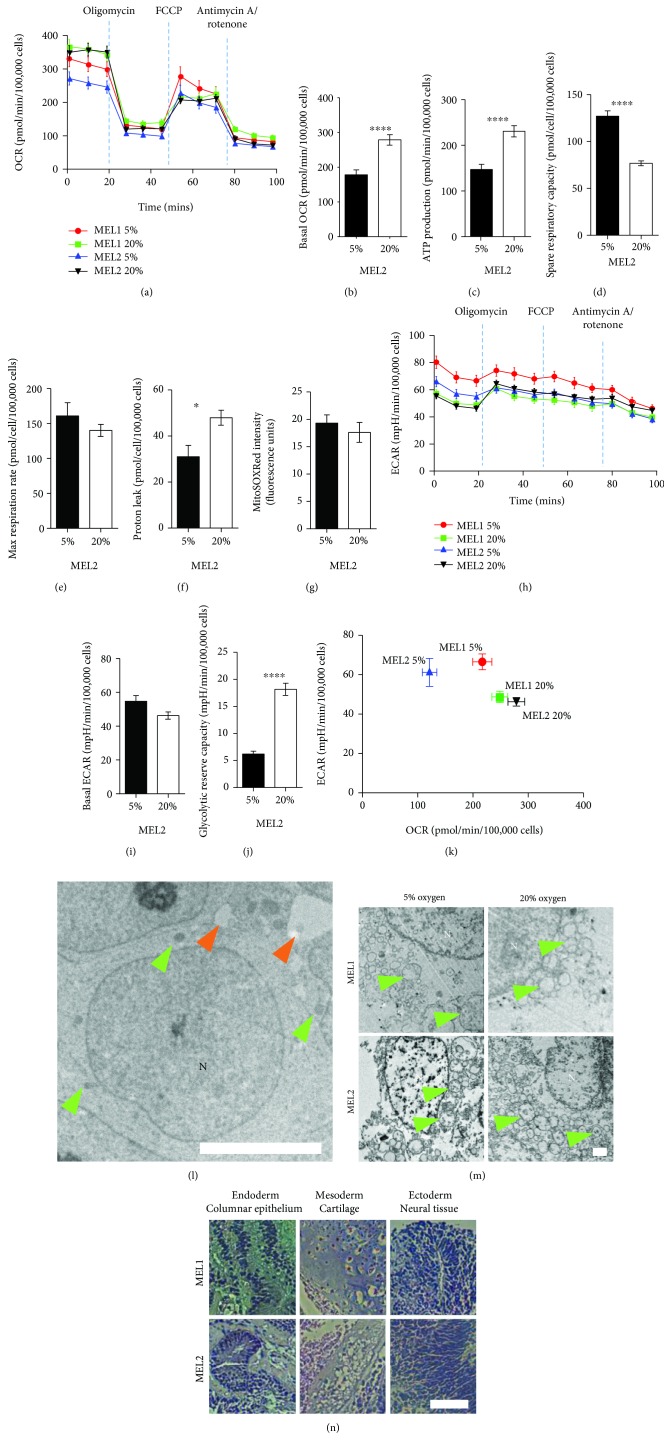
Physiological oxygen promotes a glycolytic metabolism in hPSC. (a) Oxygen consumption rate (OCR) analysis of MEL1 and MEL2 hPSC cultured under 5% and 20% oxygen conditions, assessed using oligomycin (1 *μ*M), FCCP (0.3 *μ*M), and antimycin A/rotenone (1 *μ*M). (b–f) Basal OCR (b), ATP production (c), spare respiratory capacity (d), max respiration rate (e), and proton leak (f) as determined from OCR data. (g) Mitochondrial superoxide levels in MEL2 hPSC. (h) Extracellular acidification rate (ECAR) analysis of MEL1 and MEL2 hPSC cultured at 5% and 20% oxygen. (i–j) Basal ECAR (i) and glycolytic reserve capacity (j) determined from ECAR data. (k) Metabolic phenogram contrasting basal OCR and ECAR. (l) Transmission electron micrographs (TEM) of hPSC showing the nuclei (N), mitochondria (green arrows), and lipid droplets (orange arrows). (m) High magnification TEM of MEL1 and MEL2 hPSC identifying the mitochondria (green arrows) and their inner mitochondrial matrix development. (n) hPSC-derived in vitro teratomas showing ectoderm, mesoderm, and endoderm lineages. All assays performed in biological triplicate. Error bars represent the SEM. ^∗∗∗∗^ *p* < 0.0001, ^∗∗∗^ *p* < 0.001, ^∗∗^ *p* < 0.01, and ^∗^ *p* < 0.05 for 2-factor ANOVA flowed by simple main effects analyses. Scale bars: 5 *μ*m (l), 2 *μ*m (m), and 100 *μ*m (n).

**Figure 2:**
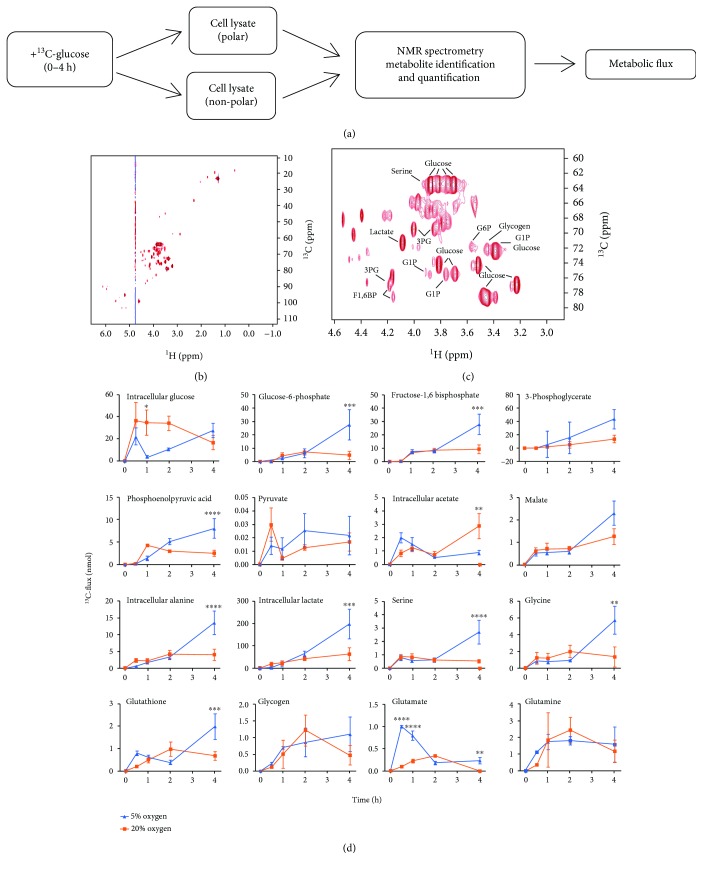
Intracellular glucose-derived metabolites accumulate more rapidly under physiological oxygen. (a) ^13^C-glucose fluxomics workflow using NMR. (b–c) Representative 2D ^1^H-^13^C HSQC NMR spectra (b). Magnification of NMR spectrum showing representative metabolites (c). Each peak is a quantifiable carbon-hydrogen bond from a metabolite. (d) ^13^C-flux analysis over 0–4 hours of MEL2 hPSC cultured under 5% or 20% oxygen. Measurements are of intracellular metabolite levels. All assays performed in biological triplicate. Error bars represent the SEM. ^∗∗∗∗^ *p* < 0.0001, ^∗∗∗^ *p* < 0.001, ^∗∗^ *p* < 0.01, and ^∗^ *p* < 0.05 for paired Student's *t*-test.

**Figure 3:**
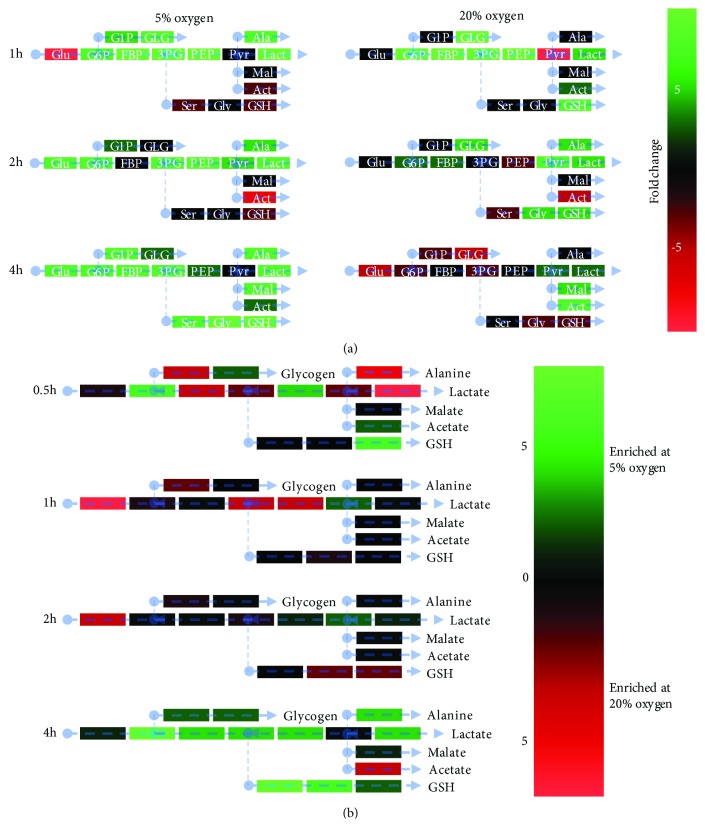
5% oxygen stimulates glycolytic, glutathione, glycogen, and alanine accumulation in hPSC over time. (a) Heatmap comparing intracellular metabolite levels to those of the previous timepoint, organized into functional groups. Data are the fold change. Green indicates an increase from the previous timepoint. Red indicates a decrease from the previous timepoint. (b) Heatmap showing the enrichment of intracellular metabolites between hPSC cultured at 5% and 20% oxygen at each timepoint. Green indicates an enrichment at 5% relative to 20% oxygen. Red indicates an enrichment at 20% relative to 5% oxygen. All assays performed in biological triplicate.

**Figure 4:**
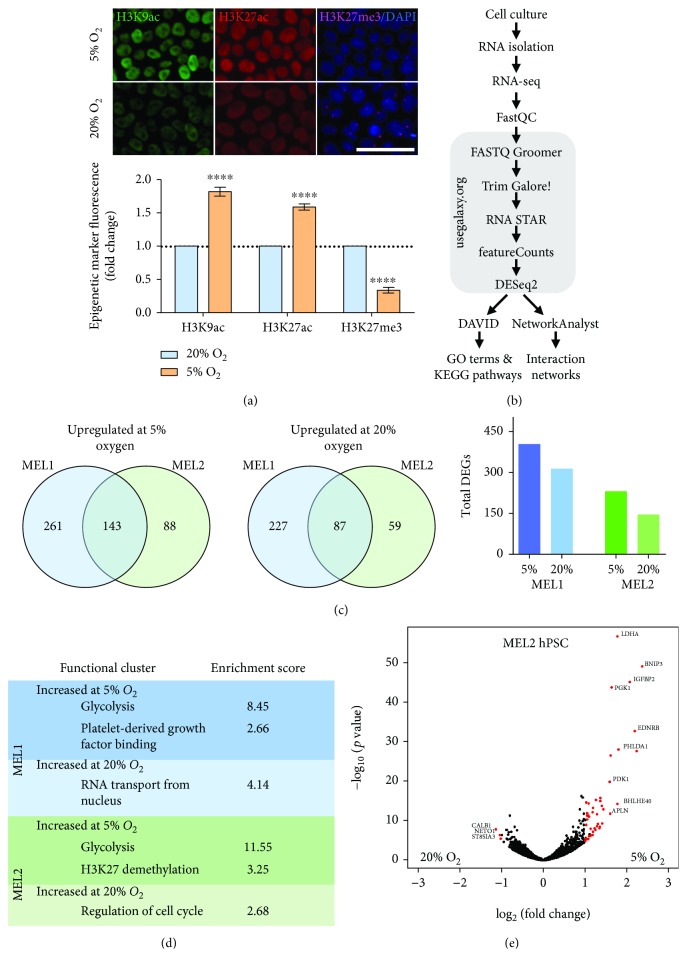
Global acetylation is increased, and methylation is decreased at 5% oxygen. (a) H3K9ac, H3K27ac, and K3K27me3 fold change of MEL2 hPSC at 5% relative to 20% oxygen. Scale is 50 *μ*m. (b) Workflow for RNA-seq analysis using https://usegalaxy.org/, DAVID, and NetworkAnalayst. (c) Venn diagrams showing the overlap of genes upregulated in two hPSC lines at 5% oxygen and 20% oxygen and total DEG count. (d) Functional clusters with enrichment scores greater than 2 derived from *Biological Process* and *Molecular Function* GO terms. (e) Volcano plot of MEL2 hPSC transcriptional response to 5% and 20% oxygen. Red genes indicate a fold change value greater than 2 and an adjusted *p* value (Benjamini FDR) less than 0.05. All assays performed in biological triplicate. Error bars represent the SEM. ^∗∗∗∗^ *p* < 0.0001 for paired Student's *t*-test.

**Figure 5:**
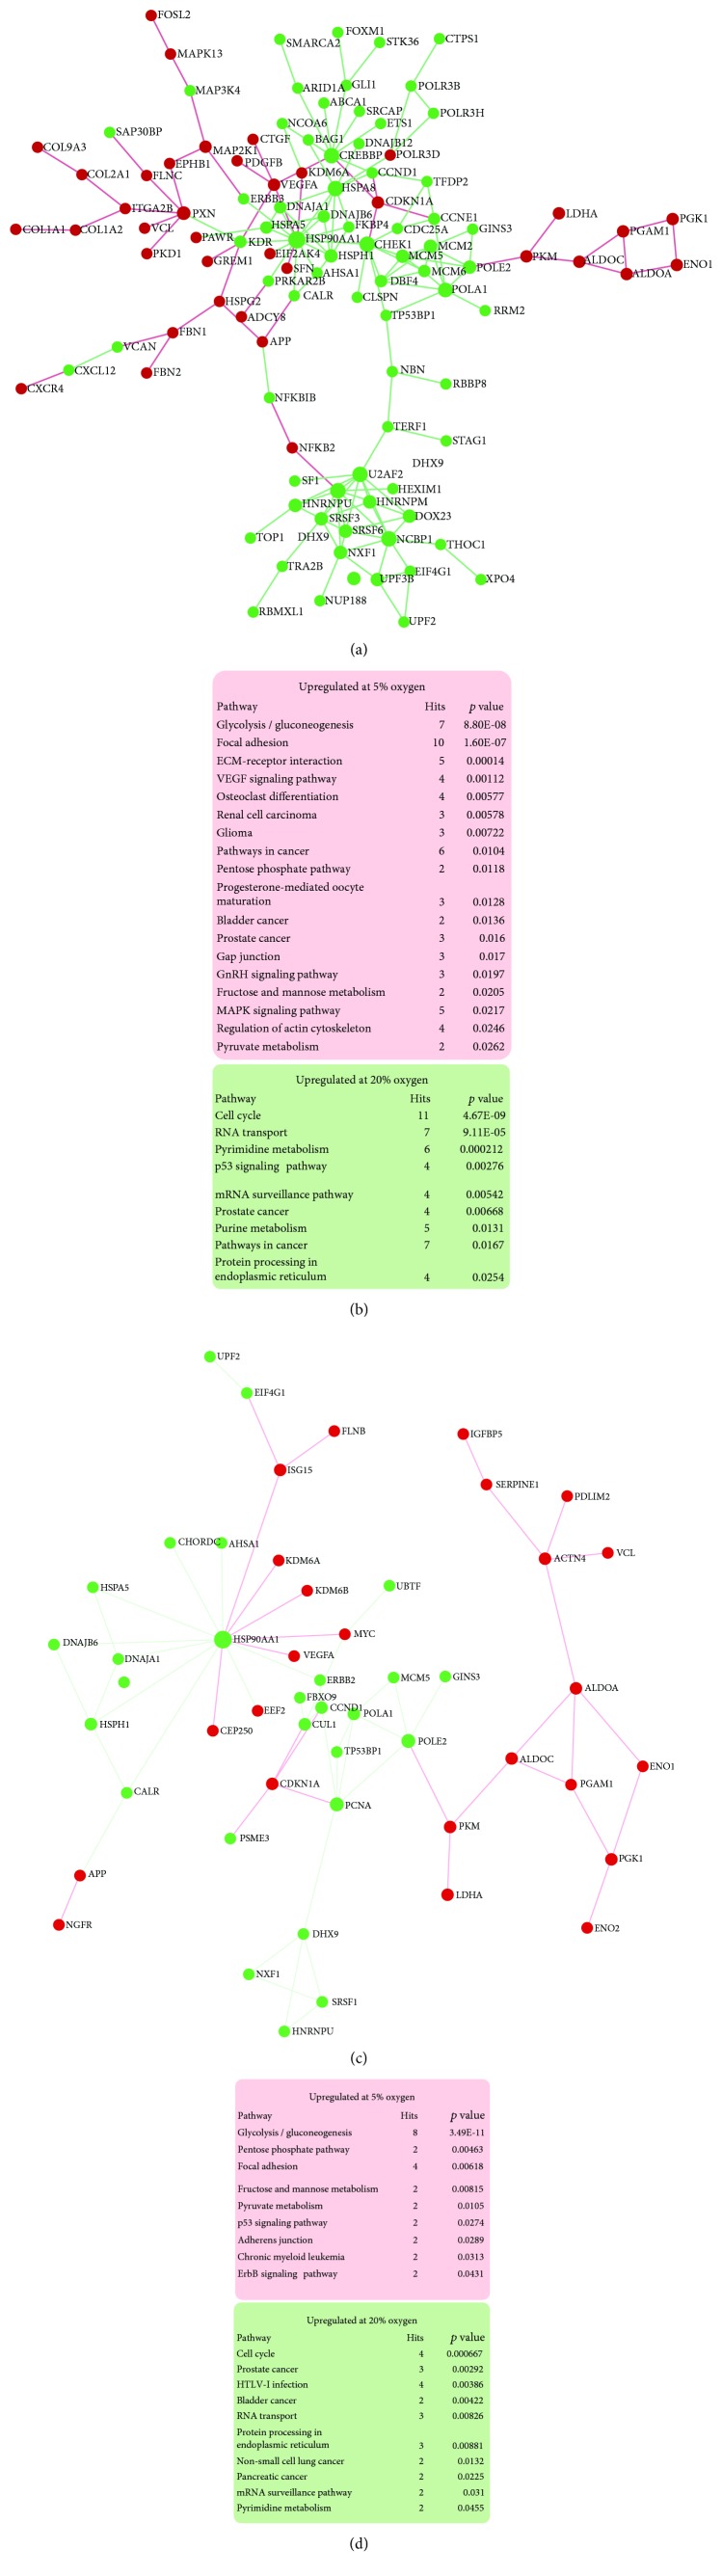
RNA-seq zero-order networks in hPSC due to 5% and 20% oxygen culture. (a) MEL1 hPSC differentially expressed genes due to oxygen were submitted to NetworkAnalyst and connected based on known protein:protein interactions. Red nodes are upregulated at 5% oxygen; green nodes are upregulated at 20% oxygen. Green/red intensity indicates the degree of fold change as indicated in the figure. (b) MEL1 hPSC KEGG pathways upregulated at 5% and 20% oxygen based on the zero-order network in Figure 5(a). (c) MEL2 hPSC zero-order and protein:protein interaction network. (d) MEL2 hPSC KEGG pathways upregulated at 5% and 20% oxygen based on the zero-order network in (c).

## Data Availability

The Gene Expression Omnibus accession number for the RNA-seq dataset reported in this paper is GSE117966.

How the deposited data were processed for this re-analysis (not part of the article)

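The study measured messenger RNA by sequencing in MEL1 and MEL2 hPSC kept at 5% or 20% oxygen. Cells had been kept at each oxygen concentration for a minimum of 2 passages according to the paper and for more than 5 according to the labels. According to the authors, reads were trimmed, aligned to GRCh37 with STAR, counted on Ensembl genes with featureCounts and compared with DESeq2. Their 4 deposited tables give results of these comparisons and no counts. The base means are means of counts that the authors divided by DESeq2 size factors. The log2 fold changes and their standard errors are those of the authors' DESeq2 fit, shrunken towards 0 as deposited. The Wald statistic, a score as deposited, is the log2 fold change divided by its standard error in the authors' fit. The p-values are those of the authors' Wald test, and the adjusted p-values are the authors' Benjamini-Hochberg values after DESeq2's filter on low base means. The labels list 3 samples for each line and oxygen concentration, and the tables hold 10 libraries, because the MEL2 groups entered with 2 libraries each.

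Calls rest on the authors' DESeq2 statistics, with p-values recomputed from the normal distribution and adjusted by Benjamini-Hochberg over the genes with an adjusted p-value in the tables, at a threshold of 0.05. The smallest base mean with an adjusted p-value was 13.1 in MEL1 and 24.9 in MEL2. The response of a gene was compared between the lines by the difference of its log2 fold changes over the root of the summed squared standard errors. It was combined over the lines by inverse-variance weights over 24943 genes with a p-value in both. These weights used the shrunken standard errors, which can be small for a gene with few reads in a line and then give that line too much weight. Adjusted p-values of a combined or compared gene come from the authors' DESeq2 statistics with Benjamini-Hochberg adjustment. The 2 ways of computing the difference between the lines from the 4 tables had a correlation of 0.940 across genes, which are not independent replicates. Gene lists were tested by their mean Wald statistic against 10000 random lists matched on base mean in 20 bins, two-sided, over genes with base mean at least 10, and adjusted over 22 lists and both lines. The smallest permutation p these random lists can give is 1e-04, and 2.4e-04 after adjustment. A list of oxidative phosphorylation genes of the mitochondrial genome was also set and could not be tested, because all of them are listed with a base mean of 0 in the 4 tables. Lists were drawn up from general knowledge, since pathway databases were not at hand, and members of some lists overlap with the genes the study names from the same libraries. A test of such a list, or an adjustment over the study's named genes alone, is not independent evidence.

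The named genes are every gene the study names for the RNA-seq, the 5 with the largest combined increase and the 5 with the largest combined decrease among genes called in both lines, and XIST, apart from some that are not reported here. Genes outside this rule are said to have been chosen after their values were seen. Positions are those of GENCODE 44 on GRCh37.

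Base means are sums of whole reads over size factors, and a table with 6, 4 or 5 libraries gives 1 such sum per gene. Since each library enters 2 tables, the whole reads of 28336 genes could be solved for, up to a base mean of 1000, or 2000 in 1 table. Of the genes tried, between 99.4% and 100% gave 1 solution, depending on the base mean. The second limit was added after BNIP3 was found to be left out by the first. On simulated data, 1498 of 1500 genes gave 1 solution and 0 of these were wrong. Between 7701297 and 10025913 reads on genes per library were estimated from the size factors and the sum of base means. Reads are not independent molecules, so the spread over libraries was used and no counting error is given. The limma package (3.58.1, R 4.3.3) was run with voom on the recovered reads of genes with base mean at least 10, each line on its own. Its adjusted p-values come from limma's moderated test with Benjamini-Hochberg adjustment. On simulated data with 200 changed genes, it found 199 with the MEL1 libraries and 193 with the MEL2 libraries, and it called 4 and 9 unchanged genes. The simulated changes were large and equal in size, with a small spread between libraries and no library like c of MEL1. The simulation therefore does not measure how many real changes the test finds. Of the recovered genes called by the deposited statistics, limma-voom called 83 of 556 in MEL1 and 265 of 265 in MEL2. Recovered genes exclude most abundant genes, so library sizes for limma-voom were computed from the size factors of the tables.

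The shrinkage was removed by solving for the unshrunken log2 fold change from the deposited log2 fold change and standard error, which leaves 2 solutions per gene. The solution nearest to the recovered reads was taken, or, where reads were not recovered, the one nearest to the 4 base means, with smaller changes preferred where these left 2 solutions. An earlier version chose the solution by base mean in 1 table, and a second by all 4 base means. Both were replaced after the values of DDIT4 and BNIP3 were seen, and the results of all 3 are given in the closing section. The log2 fold changes of the version used had a correlation with those of the recovered group means of 1.00 in MEL1, which is partly circular because the recovered reads chose the solution.

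Alternatives set before the data were examined were a stricter threshold of 0.01, adjustment over all genes with a p-value, genes with base mean at least 100, Wald statistics divided by their robust SD, centred log2 fold changes, removed shrinkage, a fold threshold of 1.5, a difference of Wald statistics, equal weights, and for the lists mean log2 fold changes, mean ranks, a widened spread and the list without its member with the largest statistic. For removed shrinkage only the alternative itself was set then, and the version used was chosen after the data were seen. Also added after the data were seen were limma-voom, leaving out each MEL1 library in turn and the lower limit of the recovery. Networks of protein interactions, proteins, metabolites and quantitative PCR were not analysed here. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.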

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

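The tests of the shrinkage, of library c at both oxygen concentrations and of its size, and the choice of library c and of POU5F1B themselves, were made only after the results were seen, while the tests of the histocompatibility region and of gene copies were set before.

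Of 12772 genes tested, 5 had an oxygen response that differed between the lines past the threshold. For DDIT4 the response was 1.30 higher in MEL1 on the log2 scale, and for BNIP3 and its copy BNIP3P1 the difference was -1.98 and -1.84. With the shrinkage of the authors' model removed, none of the 3 remained past the threshold (smallest adjusted p of the difference 1.00), at -0.03, -0.82 and -1.08. This outcome depends on how the shrinkage was removed. When the solution was chosen by base mean, the differences were 1.57, -2.26 and -2.49 and all 3 were called, and when it was chosen from 4 base means they were 9.05, -0.82 and -1.08 and DDIT4 was called. Those versions were replaced after these values were seen. The recovered reads do not need this step. By limma-voom the log2 fold changes in MEL1 and MEL2 were 2.36 and 2.91 for DDIT4, 2.66 (standard error 0.54) and 2.72 (standard error 0.16) for BNIP3, and 2.57 and 3.03 for BNIP3P1, although the difference was not tested on these reads. With any library left out, the rises stayed at or above 2.09 and 1.97 for DDIT4, 2.11 and 2.52 for BNIP3, and 2.08 and 2.85 for BNIP3P1 in MEL1 and MEL2. The deposited values of DDIT4 in MEL2 (0.55) and of BNIP3 and BNIP3P1 in MEL1 (0.37 and 0.39) lay far below these. For these 3 genes, the reads therefore argue against line differences as large as the deposited ones. A smaller difference between the lines stays open, and a biological difference was not tested.

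MEG3 and ENSG00000254339 had responses that were lower in MEL1 by the same test, at -1.01 and -1.27. With the shrinkage removed both stayed past the threshold in all 3 versions, at -1.14 and -1.45 in the version used (largest adjusted p of the difference 0.00197), which argues against the shrinkage as the cause. ENSG00000254339 had limma-voom log2 fold changes of -0.36 in MEL1 and 1.13 in MEL2, and reads of MEG3 were not recovered. MEL2 entered with 2 libraries at each oxygen concentration, and a culture effect in them was not tested. A difference between the lines in how these genes respond to oxygen stays open and was not tested further.

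In library c of MEL1 at 20% oxygen, the hypoxia response genes outside glycolysis had a median log2 value of 0.68 above the other 20% oxygen libraries of the line. Over 52 genes higher at 5% oxygen, the library had risen by a median fraction of 0.431 of the mean response of the line. A mislabelled 5% oxygen culture was expected to have the full response, but library c of MEL1 at 5% oxygen did not have it either, with a median fraction of 0.477 on the scale set by libraries a and b, where library c at 20% oxygen had 0.364. Over 25 hypoxia response genes, library c at 20% oxygen minus library c at 5% oxygen was a median of -0.28 on the log2 scale, and 9 genes were higher in the 20% oxygen library. With 1 library on each side, a mislabelled culture or a swap of these 2 libraries and 2 cultures of intermediate state cannot be told apart. A mixed sample, with RNA of a 5% oxygen culture, would give one shared fraction for every gene. The interquartile range of the fractions was 0.300, inside the range of 0.166 to 0.317 in 1000 simulated mixtures, while 15.4% of the genes had a fraction under 0.1, above the simulated upper limit of 9.62%. These values point in different directions, so a mixed sample and a culture with a partial hypoxia response cannot be told apart. The size factor of the library was 1.15, the highest of the 6, against 1.12 for the next. An effect of library size would move genes of like base mean alike, and since the size factor alone left this open, the list was set against random lists matched on base mean. Of the 25 hypoxia response genes, 23 were higher in the library, while the highest median of 10000 matched lists was 0.24 (one-sided permutation p = 1e-04, the smallest they can give), which argues against library size as the cause. Genes of a list that respond together are not independent, and the library was picked for its values on this list, so the p-value is a description. No biological explanation was tested, and the paper's text gives no oxygen concentration measured in a single culture.

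POU5F1 (OCT4) had a base mean of 11.6 in MEL1, while its copy POU5F1B on chromosome 8, which the study does not discuss, had 1097. The copies POU5F1P3 and POU5F1P4 had base means of 856 and 494. In the major histocompatibility region of chromosome 6, 93.2% of protein-coding genes had a base mean under 10 in MEL1, against 35.1% on the rest of the short arm (Fisher's exact test, p = 1.0e-42). This is consistent with reads lost on the region as a whole, for example on alternate copies of it in the genome used, and it leaves open where the reads of POU5F1 went. Ribosomal protein genes with at least 3 annotated pseudogenes kept a median base mean of 4969.8 (2 of 70 under 10), so copies alone do not remove reads in general. The reads on the POU5F1 copies may come from POU5F1, and reads of the gene and of its copies cannot be told apart in tables of counts per gene. No biological explanation was tested.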

How the results depend on the processing

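Limma-voom, the libraries left out in turn, the recovery up to a base mean of 1000 and the version of the removed shrinkage that was used were chosen only after the data were seen. Over 773 values of named genes under alternatives, 698 kept their direction and side of the threshold, 68 were no longer past it, 3 came past it and 4 reversed. Most losses, 44 of 139 values, came with Wald statistics divided by their robust SD, which was 1.50 in MEL1 and 1.32 in MEL2, and genes with base mean at least 100 kept all 126. The reversed values were small, namely GDF3 in MEL1 at 0.0408 and DPPA4 in MEL1 at 0.0143 and MTHFD1L in MEL2 at 0.0303 with centred log2 fold changes, which follow from the shift, and GDF3 in MEL1 at 0.0270 by limma-voom, where the cause was not tested.

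The numbers of oxygen-regulated genes moved with the threshold and the test. At an adjusted p under 0.01 there were 185 higher and 82 lower in MEL1 and 136 and 57 in MEL2, with 66 and 19 shared. Adjusted over all genes with a p, which are more genes, 290 were higher and 166 lower in MEL1 and 171 and 96 in MEL2, with 100 and 41 shared. With the robust SD there were 27 higher and 2 lower in MEL1 and 69 and 13 in MEL2. Centring left 166 lower in MEL1, 1 of them more than 2-fold, and 592 lower in both lines combined. Between the lines, genes with base mean at least 100, fewer than before, gave 104 higher and 100 lower in MEL1 at 5% oxygen and 116 and 104 at 20% oxygen. More than 1.5-fold changed were 302 higher and 99 lower in MEL1 and 177 and 82 in MEL2. With the shrinkage removed, more than 2-fold changed were 170 and 22 in MEL1 and 107 and 19 in MEL2, with 168 higher in MEL1 when the solution was chosen by base mean and the same counts otherwise in the earlier versions. Responses that differed between the lines were then 0 higher and 2 lower in MEL1, 1 and 5 when the solution was chosen by base mean, 1 and 2 when it was chosen from 4 base means, and 1 and 10 by the difference of Wald statistics, and the cause was not tested.

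By limma-voom 70 genes were higher and 15 lower in MEL1, and 223 were lower in MEL2. Across the 6 fits that each left out one MEL1 library, the numbers ranged from 7 to 987 higher and from 0 to 719 lower, the highest without library c at 5% oxygen and then without library c at 20% oxygen, at 262 and 207. With genes up to a base mean of 1000 the calls were 54 and 13 in MEL1. Leaving out libraries from the deposited statistics was planned and was not possible, since the tables hold no value per library. No paired analysis was possible because the tables carry no replicate numbers.

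Lists no longer past the threshold were the H3K27 demethylases, with adjusted permutation p-values of 0.103 in MEL1 and 0.0624 in MEL2 by mean rank and 0.235 in MEL1 without the member with the largest statistic, the lysine demethylases in MEL1 with the widened spread (0.123) and without that member (0.0624), and with the widened spread the ribosomal proteins in MEL1 (0.0781) and the cell cycle in MEL2 (0.123). Over their alternatives these p-values ranged from 0.0190 to 0.235 and from 6.6e-04 to 0.0624 for the H3K27 demethylases in MEL1 and MEL2, from 0.0109 to 0.123 for the lysine demethylases, from 2.8e-04 to 0.0781 for the ribosomal proteins and from 0.00116 to 0.123 for the cell cycle. The methionine cycle in MEL2 came past the threshold by mean log2 fold change (0.0329). In MEL2 lists near 0 changed sign, namely oxidative phosphorylation by mean rank (0.746), with base mean at least 100 (0.874) and without 1 member (0.958), and without 1 member the pluripotency markers (0.974) and the chemokines (0.886), and the cause was not tested. With 2 libraries per group in MEL2, and MEL1 values that depend on library c, the depth limits genes with a base mean under 24.9 in MEL2, which had no adjusted p-value.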

Differences from the paper's values

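For KDM6B the paper gives an increase of 260%, without naming the line in that sentence, while the increase computed from the shrunken log2 fold changes was 165% in MEL2 and 35.0% in MEL1. Removing the shrinkage was an alternative set before the data were examined, but the version used was chosen after seeing values of other genes, and it gave 374% in MEL2, within 1.5 times the paper's value, and 160.2% in MEL1, which was not. When the solution was chosen by base mean, the increases were 374% and 54.7%. Centring, set before the data were examined, gave 172% and 40.1%, which were not. As a percentage of the 20% oxygen level, KDM6B was at 265% in MEL2 and 135% in MEL1, and with the shrinkage removed at 474% and 260.2%, so that on this scale the MEL2 value with shrinkage lay near the paper's 260, and so did the MEL1 value without it in the version used, chosen after the data were seen, but not when the solution was chosen by base mean, at 155%. Centred values on this scale were 272% in MEL2 and 140.1% in MEL1. The numbers of genes more than 2-fold changed lay within 1.5 times the paper's, and with the shrinkage removed they did not, at 170 higher and 22 lower in MEL1 and 107 and 19 in MEL2. Adjusted over all genes with a p, an alternative set before the data were examined, the numbers of genes more than 2-fold higher and lower at 5% oxygen were 47 and 2 in MEL1 and 46 and 3 in MEL2, which are the paper's numbers.

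For genes and directions, the paper lists VCAN among the genes raised at 5% oxygen, while it was lower there, with a combined log2 fold change of -0.77. The paper describes MTHFD1L and CBS as lower at 5% oxygen, while neither was called and the combined log2 fold changes were 0.00 and -0.14. It describes DNMT1, MAT2A and EZH2 as lower in the lines, while over all genes tested DNMT1 was called in MEL1 alone and MAT2A and EZH2 in neither line, and adjusted over the list alone and combined over the lines they passed, at -0.41, -0.59 and -0.46. EZH2 was called in MEL1 by limma-voom without library c at 5% oxygen (adjusted p = 0.00923, against a range of 0.0733 to 0.930 on all libraries), chosen after the values were seen. The paper counts ZFP42 among markers that did not change, while ZFP42 was called lower in MEL1 (adjusted p from 0.0396 to 0.862 over its alternatives) and combined over the lines, at -0.33 (adjusted p = 0.00843). Adjusted over all genes with a p, the setting that gave the paper's numbers of genes more than 2-fold changed, ZFP42 was not called in MEL1 (adjusted p = 0.0909). The paper names BNIP3, BTG2, CTCFL and SLC2A14 as raised at 5% oxygen, while these were not called in MEL1, and FBN1 and POSTN, which were not called in MEL2. Combined over the lines, BNIP3 (adjusted p = 1.1e-32), BTG2 (4.3e-07), CTCFL (1.5e-05), SLC2A14 (6.0e-05) and FBN1 (6.8e-05) passed and POSTN (0.116) did not. The weights came from the shrunken standard errors, so the combined value of POSTN, 0.33, leaned on MEL2 despite its few reads there. With the shrinkage removed POSTN was at 2.28 (standard error 0.44) in MEL1 and -0.69 (standard error 1.16) in MEL2, so its combined result says little. With centred log2 fold changes CTCFL was called in MEL1 (adjusted p = 0.0364, with a range of 0.0364 to 0.893 over its alternatives on all libraries). By limma-voom with a library left out, chosen after the values were seen, BNIP3, CTCFL and SLC2A14 were called in MEL1 without library c at 5% oxygen (adjusted p = 0.0130, 0.00727 and 0.0326), and BNIP3 without library c at 20% oxygen (adjusted p = 1.3e-04). On all libraries the adjusted p-values of BNIP3 ranged from 0.0549 to 0.952 over its alternatives, and those of SLC2A14 from 0.131 to 0.952. Of the HIF-1 targets the paper names, EGLN1 and ENO2 were not called in MEL1 and MAP2K1 was not in MEL2. All 3 passed combined over the lines (adjusted p = 2.5e-10, 2.4e-07 and 2.8e-05). MAP2K1 was called in MEL2 with centred log2 fold changes (adjusted p = 0.0451) and by limma-voom (adjusted p = 0.0408), with a range of 0.0408 to 0.623 over its alternatives. EGLN1 was called in MEL1 by limma-voom without library c at 5% oxygen (adjusted p = 0.00756) or library c at 20% oxygen (adjusted p = 0.00991), against a range of 0.0528 to 0.930 on all libraries, and these limma-voom settings were chosen after the values were seen. The paper gives a common minimum increase for KDM7A, KDM6A, KDM4B and KDM3A, while from the shrunken log2 fold changes KDM6A and KDM3A rose by 36.3% and 41.6% in MEL1. In MEL2 KDM7A, KDM6A, KDM4B and KDM3A rose by 50.4%, 51.9%, 94.0% and 99.8%, each past that minimum. With the shrinkage removed KDM3A was 1.79-fold higher in MEL1, past that minimum, and KDM6A was 1.40-fold higher, which was not. KDM3A and KDM6B were called in MEL1 only by limma-voom without library c at either oxygen concentration, chosen after the values were seen, and passed combined over the lines (adjusted p = 1.1e-08 and 1.6e-06). The paper names FST as raised at 20% oxygen, while FST was called in MEL1 and not in MEL2, and combined over the lines it passed, at -0.72 (adjusted p = 3.0e-05), with a difference between the lines that was not past the threshold. The pentose phosphate pathway, which the paper lists among pathways raised at 5% oxygen, did not stand apart from random lists. The paper describes chemokine signalling as lower in MEL1 than in MEL2 at both oxygen concentrations, while 0 and 5 of the genes tested were lower in MEL1 in direction at 5% and 20% oxygen, 0 of 12 chemokines and receptors were called at either oxygen concentration, and 1 was higher in MEL1 at 5% oxygen and 1 lower at 20% oxygen with an unadjusted p under 0.05. The cell cycle, which the paper puts first among the pathways raised at 20% oxygen, had a mean Wald statistic nearer to 0 than RNA transport and chaperones in both lines. The paper ranked pathways by enrichment within networks of protein interactions, a different measure on other gene sets, so the orders cannot be compared directly.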

Other observations

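The tests of the number of libraries, of other splits of the libraries and of gene length and GC content were set before the data were examined, and those of the smaller hypoxia response only after it was seen.

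More genes were called by the authors' statistics in MEL1, with 6 libraries, than in MEL2, with 4. By limma-voom on the recovered reads, 7 of 9 choices of 2 against 2 MEL1 libraries gave fewer calls than the 553 of MEL2, with a median of 37 and a range of 0 to 3789, the highest without library c at both oxygen concentrations. All 6 MEL1 libraries gave 85 calls by this test, fewer than MEL2 as well, so the larger number in MEL1 was not there to be explained and the choices say nothing about the number of libraries. The number of libraries and a difference between the lines cannot be told apart as reasons for the counts by the authors' statistics. For the 6 MEL1 libraries, 1 of the 10 splits into 3 and 3 gave as many calls, the real one, with 85 calls against at most 4 in the others, and 10 splits cannot give a smaller share. Gene length had little part in the responses. The medians of the 20% of genes with the highest and the 20% with the lowest length differed by -0.01 on the log2 scale in each line. For GC content they differed by 0.06 in MEL1 and 0.140 in MEL2, under the 0.2 set as a limit. The MEL2 value is near the median of 0.15 of the ribosomal protein list there. No list was retested with GC content taken into account, so its part in such small list medians stays open.

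Over the hypoxia response genes outside glycolysis, the response was smaller in MEL1 than in MEL2 by a median of -0.08 on the log2 scale, and by -0.14 with the shrinkage removed (-0.23 and -0.14 in the earlier versions). On the recovered reads the median difference was -0.05, without library c at 20% oxygen it was 0.11, and without library c at 5% oxygen 0.06, so that its sign depended on either library. Without library a or b it stayed negative, at -0.23 and -0.14 for 5% oxygen and -0.30 and -0.22 for 20% oxygen. A sign that turns with 1 library leaves no difference beyond its spread, so a smaller response of MEL1, the shrinkage and the state of these libraries cannot be told apart.

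Ribosomal protein genes were higher at 5% oxygen as a list, with medians of 0.05 in MEL1 and 0.15 in MEL2 and 59 and 64 of 73 genes higher (adjusted permutation p = 2.4e-04 in both). In either line 0 of them were called, and with an unadjusted p under 0.05 3 were higher and 2 lower in MEL1 and 17 and 0 in MEL2. Chemokines and their receptors had medians of 0.17 and 0.13 at 5% against 20% oxygen over 12 genes (adjusted permutation p = 0.633 in MEL1 and 0.345 in MEL2). Of these 12 genes, 2 were called higher and 1 lower at 5% oxygen in MEL1, and 0 higher and 1 lower in MEL2. Among 26 histone methyltransferases, 0 were called higher and 1 lower at 5% oxygen in MEL1, among 13 acetyltransferases and acetyl-CoA enzymes 1 higher and 2 lower, and among 25 tricarboxylic acid cycle genes 0 higher and 1 lower. At an unadjusted p under 0.05 the numbers higher and lower in MEL1 were 2 and 6, 1 and 4, and 2 and 3. Of the methyltransferases, acetyltransferases and acetyl-CoA enzymes and tricarboxylic acid cycle genes, the 5 called in MEL1 were named after their values were seen. On the log2 scale ACSS2, an acetyl-CoA synthetase, was at 0.80 (adjusted p = 1.8e-05) and SETD1B at -0.66 (adjusted p = 0.0192). KAT6B was at -0.46 (adjusted p = 0.0119), CREBBP at -0.52 (adjusted p = 0.0154) and OGDH at -0.40 (adjusted p = 0.0103). In MEL2 no gene was called among the histone methyltransferases, acetyltransferases and tricarboxylic acid cycle genes, and at an unadjusted p under 0.05 the numbers higher and lower were 2 and 2, 1 and 2, and 1 and 2. The MEL2 log2 fold changes of the 5 genes had the same signs, from -0.40 for OGDH (adjusted p = 0.0529) to 0.39 for ACSS2, and the difference between the lines was past the threshold for none of them (adjusted p = 1.00 for each, with 0 at an unadjusted p under 0.05). By limma-voom on the recovered reads, which lack CREBBP and OGDH, ACSS2 was called in MEL1 (adjusted p = 0.0264) and was not without library a or b at either oxygen concentration (0.0715 and 0.153 at 5%, 0.135 and 0.154 at 20%). SETD1B and KAT6B were not called (0.159 and 0.0848), but both were without library c at 20% oxygen (0.0477 and 0.0421), and KAT6B also without library c at 5% oxygen (0.0381).

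Among genes the study also measured by quantitative PCR, the log2 fold changes combined over both lines were 0.24 for ASNS, 0.34 for MTHFD2 and -0.22 for PTDSS1. MTHFD2 was called in MEL1 and not in MEL2, and the difference of its response between the lines was not past the threshold. Of the 12 genes labelled in Figure 4e, 11 were called in MEL1 and 12 in MEL2, and APLN among them had a combined log2 fold change of 1.14.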
